# Copy number variants in locally raised Chinese chicken genomes determined using array comparative genomic hybridization

**DOI:** 10.1186/1471-2164-14-262

**Published:** 2013-04-17

**Authors:** Ming Tian, Yanqiang Wang, Xiaorong Gu, Chungang Feng, Suyun Fang, Xiaoxiang Hu, Ning Li

**Keywords:** Copy number variation, Array comparative genomic hybridization, Duplication, Deletion, Locally raised Chinese chicken

## Abstract

**Background:**

Copy number variants contribute to genetic variation in birds. Analyses of copy number variants in chicken breeds had focused primarily on those from commercial varieties with nothing known about the occurrence and diversity of copy number variants in locally raised Chinese chicken breeds. To address this deficiency, we characterized copy number variants in 11 chicken breeds and compared the variation among these breeds.

**Results:**

We presented a detailed analysis of the copy number variants in locally raised Chinese chicken breeds identified using a customized comparative genomic hybridization array. We identified 833 copy number variants contained within 308 copy number variant regions. The median and mean sizes of the copy number variant regions were 14.6 kb and 35.1 kb, respectively. Of the copy number variant regions, 138 (45%) involved gain of DNA, 159 (52%) involved loss of DNA, and 11 (3%) involved both gain and loss of DNA. Principal component analysis and agglomerative hierarchical clustering revealed the close relatedness of the four locally raised chicken breeds, Shek-Ki, Langshan, Qingyuan partridge, and Wenchang. Biological process enrichment analysis of the copy number variant regions confirmed the greater variation among the four aforementioned varieties than among the seven other breeds studied.

**Conclusion:**

Our description of the distribution of the copy number variants and comparison of the differences among the copy number variant regions of the 11 chicken breeds supplemented the information available concerning the copy number variants of other Chinese chicken breeds. In addition to its relevance for functional analysis, our results provided the first insight into how chicken breeds can be clustered on the basis of their genomic copy number variation.

## Background

Genomic structural variation is an important and abundant source of genetic and phenotypic variation [1]. As a key type of genomic structural variation, copy number variant (CNV) is operationally defined as a DNA segment longer than 50 bp that is found in variable numbers relative to that found in a reference genome [2]. The different types of CNVs—duplications, deletions, insertions [2]—have different effects, which include changes in levels of gene expression, disruption of gene dosage, and loss of regulatory elements [3,4].

Array comparative genomic hybridization (aCGH) is an efficient and reliable method for analyzing changes in DNA copy number losses and gains. Since its invention in 1997 [5] and first used to examine DNA copy number in 2001 [6], aCGH technology has become an essential tool for identifying CNVs [7,8]. Since 2004, when two groups reported genome-wide analysis of human CNVs [9,10] and completion of a comprehensive human CNV map in 2006 [11], much of the attention focused on CNV research had been devoted to understanding human disease. Nonetheless, in addition to the large number of CNVs discovered in humans [12-15], considerable structural polymorphism had also been found for mouse [16], rat [17], macaque [18] and several domesticated animal genomes, including those of dogs [2,19], pigs [20], cattle [1,21-24], sheep [25], chickens [26-29], and horses [30].

Besides chickens, CNVs had been detected in other avian genomes, such as those of turkeys [26] and ducks [27]. Some commercial chicken breeds as Cobb Broiler, White Leghorn and also Chinese Dou had been reported for their CNV loci yet [29]. Herein, we reported the use of a genome-wide 400 K aCGH platform with custom-designed probes to map common CNVs in the genomes of 11 locally raised Chinese chicken breeds, besides the data of Cobb Broiler, White Leghorn and Chinese Dou, which had been reported previously under the same platform and reference sample [29]. We discussed the value of further cataloguing large amounts of such variations, some of which were likely to underlie breed-specific biology.

## Results and discussion

### Distribution of CNV loci and CNVRs in eleven chicken breeds

The 11 chicken breeds (one male and one female in each breed) used in this study were the Silkie (WJ), Tibet (ZJ), Chahua(CH), Bearded (HX), Jinhu (JH), Anak (AK), Beijing fatty (BY), Langshan (LS), Qingyuan partridge (QY), Shek-Ki (SQ), and Wenchang (WC) varieties. Ten of these breeds originated in China, which has historically demonstrated extraordinary success in breeding disease-resistant chickens able to adapt to environmental changes (Table 1 & Figure 1). 

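The deposited data hold 22 arrays, 1 for each bird, and the 2 birds of a breed share 1 slide. In order of scanning, date 1 holds SQ, date 2 AK and BY, date 3 WJ, ZJ, CH, HX and JH, and date 4 LS, QY and WC, so the breed is also the slide, and the bird labelled F or M is also the array position. On each array the bird was measured in the red channel and the female Dehong reference in the green channel. The signal intensity metric of Feature Extraction was 1552 to 2456 in red and 977 to 1329 in green, and 99.8% of the spots were well above background. The probe-to-probe spread (derivative log ratio spread) was 0.225 ± 0.0176 in the 8 arrays of LS, QY, SQ and WC and 0.173 ± 0.0242 in the 14 arrays of the other seven breeds (mean ± SD, log2). The log2 ratio of each probe was taken as red over green and centred on the median of the autosomal probes of its array, which lay between -0.069 and 0.038 before centring. CNVs were called with an interval score like that of the ADM-2 algorithm, with at least 5 probes, a score of at least 6 and a mean log2 ratio of at least 0.5 in size. The 2 birds of a breed are separate animals with 1 array each and no repeated hybridization. The spread behind the p-values given here is that between birds and breeds, and it includes hybridization, slide and scan date.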

The AK variety was included as it represents several broiler chickens imported from Israel and was used in the breeding of the HuangYu variety, which is currently the fastest-growing domestic chicken breed in China. The genome of a female Chinese Dehong chicken, which was undomesticated in south of China was used as the reference for the aCGH experiment. The two animals in each breed were chosen randomly in their population. All the 11 chicken breeds belonged to preserved populations which were kept by our collaborator. And all the typical phenotypes for each breed were stable after breeding for several generations. Two individuals (one male and one female) were chosen in order to represent the typical breed and also to get rid of the gender-specific bias in our analysis as previous studies [31]. 

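The Z chromosome (25612 probes) separated the birds labelled male from those labelled female in 10 of the 11 breeds. In these 10 breeds the median log2 ratio of the male minus that of the female was 0.94 ± 0.024 (mean ± SD, n = 10 pairs), near the value of 1 that 2 copies against 1 would give. Over all 11 breeds it was 0.85 ± 0.28 (exact two-sided sign permutation p = 0.000977, the smallest that 11 pairs can give). The W chromosome (45 probes) gave -0.019 ± 0.13 in the 11 birds labelled female and -4.27 ± 0.38 in 10 birds labelled male, which carry no W. The array labelled JH-M had a median of -0.0060 on Z and 0.0038 on W, whereas the 10 other males had 0.83 to 0.94 on Z and -4.75 to -3.69 on W. Its sex chromosomes were therefore those of a female while its label is male, and it stays among the males wherever all 11 breeds are compared.

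**Figure D1:**
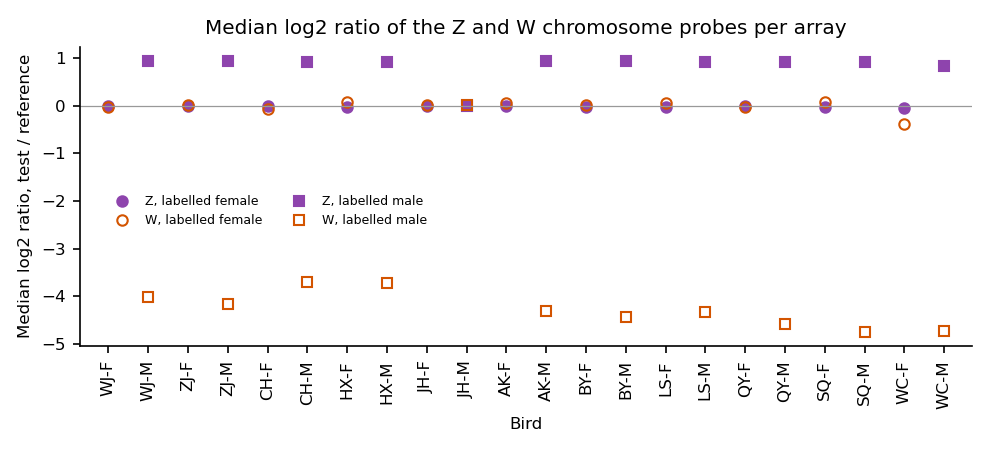
Median log2 ratio of the Z probes and of the W probes for each of the 22 arrays. JH-M lies with the females on both, at -0.0060 and 0.0038.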

We used a high-throughput Agilent 2 × 400 K array CGH platform with custom-designed probes and excluded the sex chromosomes (chrZ and chrW) from our analysis to avoid gender-related analysis regarding global CNV regions. CNVs discovered from uncertain chromosomes (Chr#_random, ChrUn_random) and linkage groups that did not assigned to typical chromosomal loci (such as chrE22C19W28_E50C23 and chrE64) were also removed from the analysis. 

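Several autosomal regions differed from the Dehong reference in nearly all birds. A loss at chr2:12385227–12407681 (11 probes) was present in 22 birds at -0.89 ± 0.054 (mean ± SD), and a loss at chr1:44984123–45064556 (33 probes) reached -0.5 in 21 birds, with a mean of -0.70 ± 0.12 over all 22. At chr3:107796818–107819370, which holds a gene similar to very large inducible GTPase-1, an interferon-induced GTPase family, 19 birds were at or below -0.5 (mean -0.76 ± 0.20, n = 22). Broad gains included chr3:48869380–48879767 at 0.5 or more in 21 birds (mean over all 22 birds 0.65 ± 0.15) and chr2:92015972–92025667 in 17 birds (0.69 ± 0.24 over all 22). The latter holds Sec61 beta, a subunit of the protein channel of the endoplasmic reticulum, and ALG2, a mannosyltransferase. A ratio shared by nearly all birds can also come from the opposite change in the single reference bird. Each CNV that the paper lists was measured again over its own probes. Of 833, 819 (98.3%, exact 95% interval 97.2 to 99.1) had a mean of at least 0.5 in size with the listed sign, and the measured and listed log2 ratios correlated with r = 0.995. The listing was made from these same probes and arrays at the same limit, so this was nearly fixed in advance. It checks only how the values were read, and the interval takes the calls as independent. Calling anew on GGA1 to GGA28 and GGA32 gave 2436 CNVs, which overlapped 805 of the listed ones. With the probe order shuffled within each array, the same rule still made 748.8 calls on average over 10 shuffles, 30.7% of 2436, so a part of the calls is what chance runs of probes give. At a score of 8, 791 CNVs were called and 25.2 remained after shuffling (3.19%). This limit was chosen after these counts were seen, because few shuffled calls remain there.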

The rest array data used for further analysis were specific for chicken autosomes GGA 1–28 and GGA 32 to identify a total of 833 CNVs in the 11 chicken breeds (GGA 29, 30 and ~ 31 and GGA 33 ~ 38 were also excluded for their sequence data were not included in WUGSC2.1/galGal3 genome sequence). 

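The longest call was a loss on chr25 in WC-M, from position 1254 to 2030420, with 574 probes and a mean log2 ratio of -0.52. Over the 2436 CNVs the mean length was 25.2 kb and the median 12.5 kb, from 5.48 to 2029 kb. The median call had 5 probes, and 86.6% had 5 to 9 probes at a median probe spacing of 2212 bp, so the lower end of the length range follows from the smallest number of probes allowed. The mean of the lengths rested on few long calls. At a score of 8 the mean was 44.4 kb and the median 16.6 kb, and 23 of the 27 losses above 100 kb were in WC-M, on 14 chromosomes, at -0.58 ± 0.093 (mean ± SD).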

The mean and median lengths of the CNVs were 31.4 kb and 15.9 kb, respectively. The lengths of the CNVs ranged from 3.7 kb to 2 Mb. 

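Over all birds losses were more frequent than gains, and the median listed loss was somewhat deeper than the median listed gain. Among the listed CNVs the median log2 ratio measured again was 0.79 for gains and -0.86 for losses, with extremes of 5.49 and -7.48, and 394 of the gains and 425 of the losses reached 0.5 in size. The calls made anew held 1008 gains and 1428 losses. The excess of losses came chiefly from LS-F (53 gains, 152 losses), LS-M (54 and 140), WC-M (46 and 140) and SQ-M (48 and 99). Their breed group also gave more calls with the probe order shuffled (73.3 per bird against 11.6). Gains were the more frequent in JH-F (66 and 40), CH-M (42 and 28), HX-F (40 and 32), HX-M (56 and 48), WJ-M (39 and 34) and AK-M (48 and 44). With a score of 8 there were 345 gains and 446 losses.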

Within these segments, 402 CNVs involved an increase in DNA sequence, whereas 431 involved a decrease in DNA sequence. The total number of CNVs detected for each breed was 71 in WJ, 68 in ZJ, 57 in CH, 77 in HX, 64 in JH, 75 in AK, 68 in BY, 80 in LS, 83 in QY, 98 in SQ, and 92 in WC (Additional file 1–1). 

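Among the calls made anew, LS had the most CNVs (399, of which 205 in LS-F and 194 in LS-M), followed by WC (336), SQ (279) and QY (238). BY had 199, JH 183, AK 178, HX 176, ZJ 162, WJ 146 and CH 140. A bird of LS, QY, SQ or WC carried 156.5 ± 35.0 CNVs (mean ± SD, n = 4 breeds) against 84.6 ± 10.5 in the other seven breeds, a difference of 71.9 (exact two-sided permutation p over breeds = 0.00303, the smallest that 330 splits can give). The paper singled out these 4 breeds from the same arrays, so p-values for this group, here and further on, restate that choice in part and are no separate test. Calls from shuffled probes were also more frequent in these birds, with 73.3 per bird against 11.6 and as many as 139.9 in WC-M. Without them the difference was 10.2 CNVs per bird (exact two-sided permutation p = 0.0939). With a score of 8 the means were 43.0 and 31.9 CNVs per bird (exact permutation p = 0.00303), and WC-M alone had 71 while the other seven birds of LS, QY, SQ and WC had 34 to 47. The difference was 4.30 at a score of 10 (exact permutation p = 0.124) and 19.98 with equal weights (exact permutation p = 0.848).

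**Figure D2:**
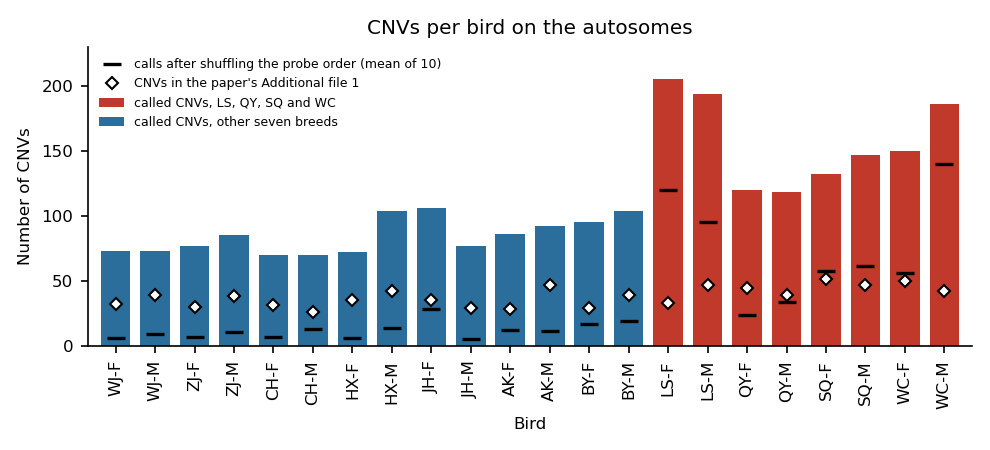
Called CNVs for each of the 22 birds as bars, with the mean number of calls over 10 shuffles of the probe order as black dashes and the CNVs of Additional file 1 as diamonds. LS-F and LS-M have 205 and 194 calls, of which shuffling accounts for more than in any bird of the other seven breeds.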

The average number of CNVs per breed was 36 in WJ, 34 in ZJ, 29 in CH, 39 in HX, 32 in JH, 38 in AK, 34 in BY, 40 in LS, 43 in QY, 49 in SQ, and 46 in WC. All of these CNVs localized to different sets of CNVRs in the genomes of the different chicken breeds.

**Figure 1:**
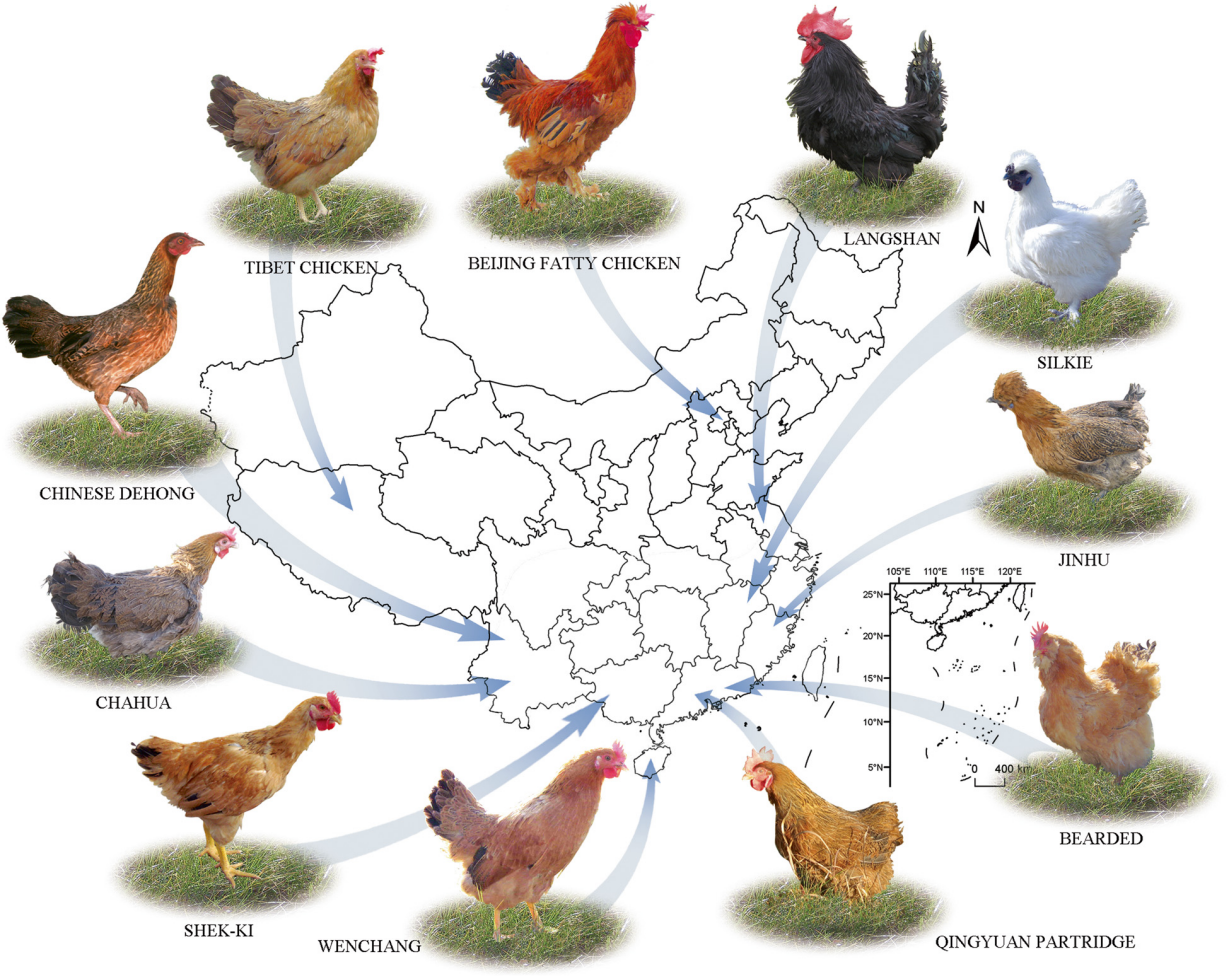
A global map showing the distribution of 11 various Chinese local chicken breeds.

**Table 1:** The origins and type of the 11 chicken breeds used in this study

**Name**	**Type**	**Origin**
Wenchang Chicken	layer/broiler	Hainan and Guangdong Province, China
Qingyuan partridge Chicken	broiler	Guangdong Province, China
Shek-Ki Chicken	broiler	Guangdong Province, China
Langshan Chicken	layer/broiler	Jiangsu Province, China
Anak Chicken	broiler	Israel
Jinhu Chicken	broiler	Fujian Province, China
Bearded Chicken	broiler	Guangdong Province, China
Beijing fatty Chicken	layer/broiler	Beijing, China
Silkie	broiler	Jiangxi and Fujian Province, China
Tibet Chicken	broiler	Tibet Province, China
Chahua Chicken	broiler	Yunnan Province, China
Chinese Dehong	wild	Yunnan Province, China

A total of 308 CNVRs were characterized. 

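Merging overlapping calls gave 966 CNVRs, of which 294 overlapped a listed CNVR, and 300 of the 308 listed CNVRs (97.4%) were overlapped by a call. Regions with calls in nearly every bird were chr2:12385227–12407681 and chr1:44984123–45064556, each lost in 22 birds, chr2:108655401–108663367 and chr3:107796818–107819370, each lost in 21 birds, and chr16:73–431781 with gains in 21 birds and losses in 4. At chr13:699666–776143 18 birds had gains and 17 losses, and neighbouring parts of the region changed in opposite directions in the same bird. HX-M, for example, had a gain at 729377–744256 (1.96) and a loss at 752459–762686 (-0.76). The remaining 672 CNVRs lay outside the listing, and at a score of 8 the number of CNVRs was 269, with 88 outside. One of these 88, a gain at chr1:64283942–64304952 picked out after its values were seen, reached 0.5 in 17 birds at 1.66 ± 0.21 (mean ± SD), while the other birds had -0.049.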

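The longest listed CNVR, chr25:1254–2026591, spans 573 probes and holds scale keratin and the gene mex-3 homolog A. Its mean log2 ratio over the whole length ran from -0.52 in WC-M to 0.20 in SQ-M, and no bird reached 0.5. The listed loss of WC-M covers all of it, whereas the 6 listed gains are 19.0 kb long, at 1144192–1163232 (8 probes), with 0.56 in ZJ-F to 0.81 in SQ-F. At chr11:2616707–3246367 (67 probes, 11 listed losses and 1 gain) the range was -0.53 in WC-M to 0.13. Over the full length of shorter regions, chr1:140766–397293 had -0.66 in WC-M, and chr2:35875569–36162492 had 0.49 in WC-F, just under 0.5 and without a call made anew. The CNVRs formed anew had a mean of 31.6 kb and a median of 13.2 kb.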

The mean and median sizes of the CNVRs were 35.1 kb and 14.6 kb, respectively. Their lengths ranged from 5.8 kb to 2 Mb. 

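In the calls made anew, the number of CNVRs per breed was 309 in LS, 273 in WC, 215 in SQ, 187 in QY, 154 in BY, 148 in JH, 136 in HX, 132 in AK, 127 in ZJ, 106 in CH and 105 in WJ. The mean was 246 in LS, QY, SQ and WC and 129.7 in the other seven breeds (n = 4 and 7, exact two-sided permutation p = 0.00303, the smallest possible). In the listing the same means were 67.3 and 47.7 (exact permutation p = 0.00303), where the 4 are the breeds with the highest counts, so that this p follows from their choice. Between the breeds the order within the 4 was not the same in both sets. LS had the most CNVRs among the calls made anew and the fewest of the 4 in the listing, where SQ and WC were first.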

The total number of CNVRs detected in each breed was 48 in WJ, 47 in ZJ, 42 in CH, 50 in HX, 49 in JH, 51 in AK, 47 in BY, 58 in LS, 66 in QY, 73 in SQ, and 72 in WC. Among these CNVRs, 198 (64%) were present in a single individual, 47 (15%) in two individuals, 19 (6%) in three individuals, 9 (3%) in four individuals, and 35 (12%) in more than four individuals. 

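Some listed CNVRs of a single bird had a mean of 0.5 in size in many more. The loss at chr1:173708853–173724271 is listed in 1 bird, whereas 17 birds were at or below -0.5 (mean -0.53 ± 0.049, n = 22). All 22 birds lay between -0.60 and -0.44 there, so the limit cut through values that were close together. The gain at chr2:117415134–117429986, which holds aspartate beta-hydroxylase, an enzyme of the endoplasmic reticulum, is also listed in 1 bird and reached 0.5 in 16 (mean 0.62 ± 0.20). Of the 198 CNVRs listed in a single bird, 79 (39.9%) had at least 1 other bird at 0.5 or more in the same direction and 119 had none. This count takes the mean of the region alone, whereas a listed CNV also had to pass the interval score. The median of the highest other bird was 0.44. At a minimum of 0.3 the share was 60.1%, and with birds of 1 sex alone it was 25.9% to 32.2%. Counted by the ratios of all birds at 0.5 in size, 123 of the 308 CNVRs were present in 1 bird, 52 in 2, 29 in 3, 17 in 4 and 85 (27.6%) in more than 4, and 2 in no bird. Among the 966 CNVRs called anew, 572 (59.2%) were in 1 bird, 180 (18.6%) in 2, 55 (5.69%) in 3, 48 (4.97%) in 4 and 111 (11.5%) in more than 4.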

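Regions with both gain and loss included chr10:7181–197368 (51 probes), which holds olfactory receptor genes, with 11 listed losses and 2 listed gains, and chr11:2616707–3246367. At the olfactory receptor region the log2 ratio ran from -0.64 to 0.29, and its mean was -0.39 in the 8 birds of LS, QY, SQ and WC and -0.025 in the 14 other birds. The gain at chr13:15750417–15773500 is listed in 16 birds and reached 0.5 in 18, whereas JH-M and BY-M had -3.47 and -3.60 there. At chr1:167926654–167956574 19 birds reached 0.5 and CH-M had -3.48. Of the 966 CNVRs called anew, 313 were gains, 609 losses and 44 both.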

Whereas 138 (45%) CNVRs involved a gain of DNA, 159 (52%) involved a loss of DNA, and 11 (3%) involved both gain and loss of DNA (Additional files 2 and 3). In terms of their locations within genes, 44% of the CNVRs localized to exons, 49% localized to intergenic regions, and only 7% localized to introns (Figure 2). And in chicken whole genome data (WASHUC2.1/galGal3), nearly 3% of the genome localized to exons, 60% localized to intergenic regions, and 37% localized to introns (Additional file 4). It suggested that CNVRs were apt to happen in gene regions comparing with the whole genomic distribution.

**Figure 2:**
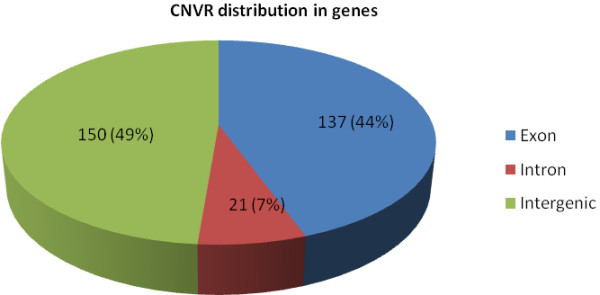
**Distribution of CNVRs in genes.** A total 308 of CNVRs were found in the autosomes, with 137 CNVRs (44%) in exons, 21 (7%) in introns, and 150 (49%) in intergenic regions.

### CNV loci and CNVRs among different chicken breeds

Duplicated and deleted CNV loci for the chicken genomes were classified according to their lengths (Figure 3). For all breeds, the majority of the CNVs were larger than 10 kb. This category of CNVs included 86% of the duplicated loci and 83% of the deleted loci (Additional file 1–2 and 1–3). 

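Among the CNVs called anew, 752 of the 1008 gains (74.6%, exact 95% interval 71.8 to 77.3) and 964 of the 1428 losses (67.5%, 65.0 to 69.9) were longer than 10 kb. Gains fell into the classes of 5 to 10 kb, 10 to 20 kb and over 20 kb with 25.4%, 51.3% and 23.3%, and losses with 32.5%, 47.3% and 20.2%. No call was shorter than 5 kb. Over all calls the share above 10 kb was 70.4%. It rose to 81.2% at a score of 8 and fell to 28.3% with at least 3 probes, because the smallest number of probes sets the shortest length that can be called.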

The relative numbers of the different CNVRs appeared to be distributed evenly within the autosomes of each breed, with the exception of chr22, chr28, and chr32, which did not contain any CNVRs (Figure 4). 

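On chr22 the calls made anew included a gain at 3876982–3900308 in 3 birds and losses at 1266137–1485489 and 2813461–3023178, both in WC-M alone, the bird with most of the long losses. On chr28 there were losses at 4473179–4511056 in 2 birds and at 46358–63337 and 1282574–1295728 in 1 bird each. The array holds 1 probe on chr32, which is too few for any call. The number of CNVRs was 240 on chr1, 166 on chr2, 112 on chr3, 96 on chr4 and 63 on chr5. Relative to the number of probes, CNVRs were densest on chr16 (0.662 per 100 probes) and chr27 (0.592), against 0.315 on chr1, and among the sparsest were chr18 (0.0666), chr24 (0.114) and chr12 (0.119). The value of chr16 rests on 1 merged CNVR and 151 probes.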

Of the 26 autosomes that contained CNVRs, in all breeds, chr1–chr5, chr13, and chr16 contained CNVRs, whereas the other chromosomes of each breed did not always have a CNVR.

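Both chr16, with the MHC, and chr13, with protocadherin genes, carried a listed CNVR in each of the 11 breeds. By the listing this held for 7 autosomes, and by the calls made anew for 13 of 29. On chr13 the gain at 15750417–15773500 is listed in 8 breeds and the change at 738366–787168 in 8 breeds (12 losses and 1 gain, mean -0.33 ± 0.56, n = 22 birds). The protocadherin beta region at 507145–582115, a family of neuronal adhesion proteins, is listed in 2 breeds and ran from -1.29 to 0.62.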

**Figure 3:**
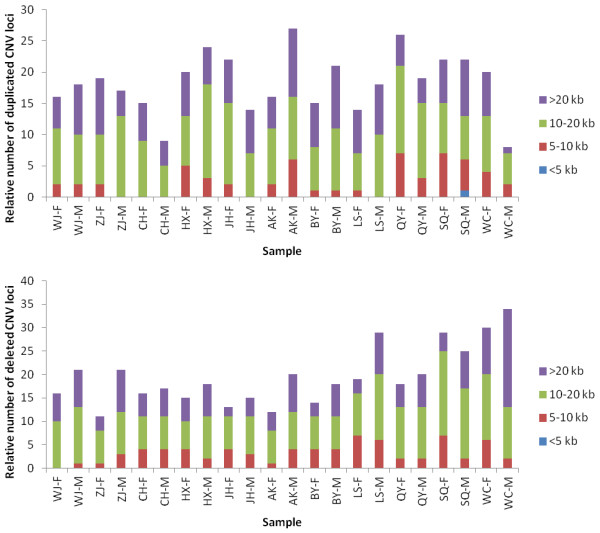
**Numbers of duplicated and deleted CNV loci in the 11 chicken breeds, classified according length.** The lengths of the CNV loci were classified as <5 kb, 5–10 kb, 10–20 kb, or >20 kb (indicated in blue, red, green, and purple, respectively). The upper panel displayed data for duplications, and the lower panel displayed data for deletions. The *x*-axis displayed the identities of the breed females (F) and males (M). For the duplicated CNV loci, the 10–20 kb- and >20 kb-length groups constituted 86% of the total. For the deleted CNV loci, the 10–20 kb- and >20 kb-length groups constituted 83% of the total.

**Figure 4:**
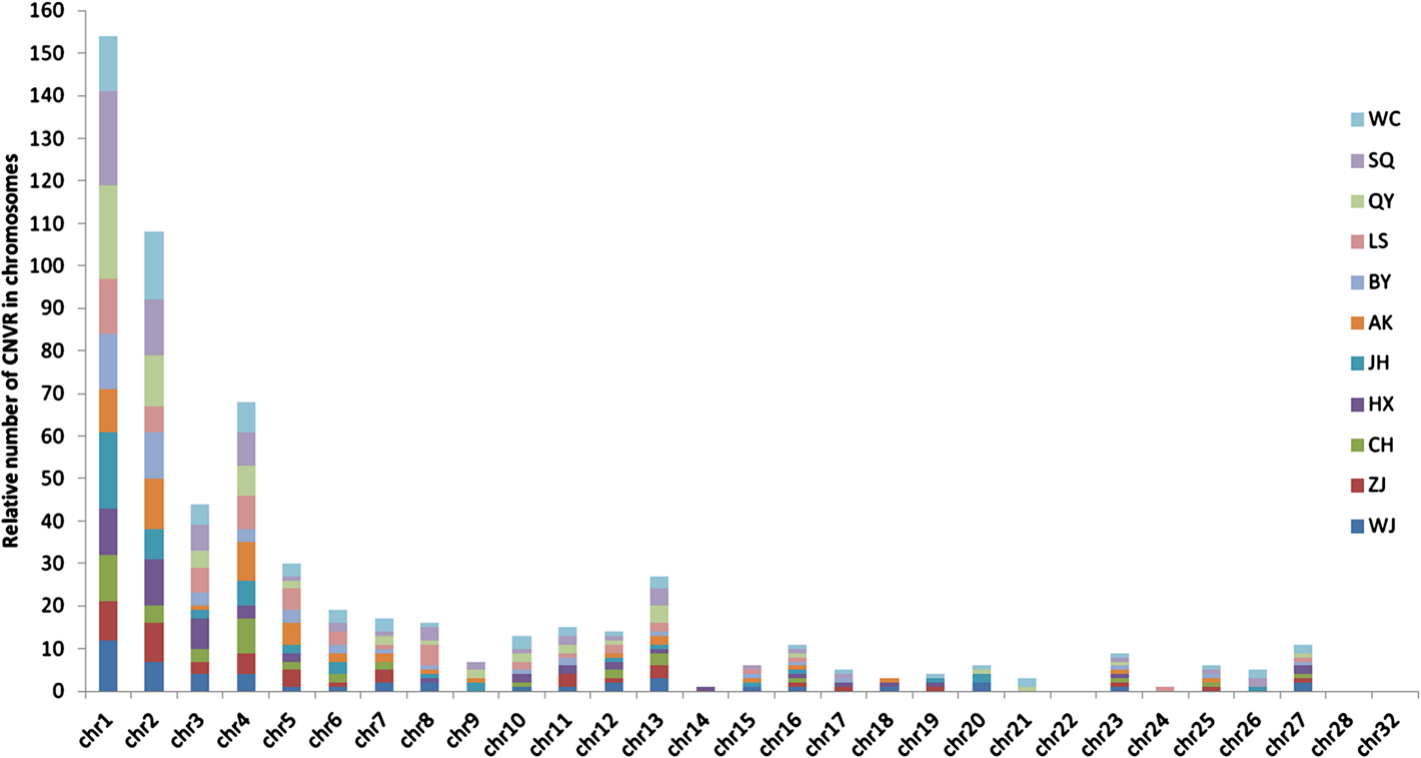
**Number of CNVRs in chicken chromosomes.** The chromosomal locations of the 308 CNVRs within the chicken autosomes (GGA1–28 and GGA32) for the 11 chicken breeds were identified by color. Each colored region represented both duplicated and deleted CNVRs for that breed on that particular chromosome.

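LS had the most breed-specific CNVRs among the calls made anew (151), followed by WC (116), QY and SQ (63 each) and JH (50), and AK had the fewest (25). BY had 40, HX 35, ZJ 32, WJ 28 and CH 27. The CNVRs that a breed shared with another ran from 77 in WJ to 158 in LS. Over the 11 breeds the shared CNVRs numbered 115 ± 29.6 and the specific ones 57.3 ± 40.7 (mean ± SD) among the calls made anew, and 34.7 ± 3.58 and 20.1 ± 8.99 in the listing. In both sets the specific CNVRs varied more in number than the shared ones.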

Comparison of the CNVRs in the 11 breeds indicated that the average number of CNVRs shared among all the varieties was ~35 (standard deviation, 4), whereas the average number of variety-specific CNVRs was ~20 (standard deviation, 9). This means that the number of CNVRs found in each breed was approximately constant, whereas the variety-specific CNVRs differed in number (Table 2). 

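In LS, 132 of 151 specific CNVRs among the calls made anew were in 1 bird, and in WC 110 of 116. Over LS, QY, SQ and WC a breed had 89.3 specific CNVRs in 1 bird and 9.00 in both birds, and over the other seven breeds 30.7 and 3.14. ZJ had no specific CNVR in both of its birds. In the listing the difference between these groups was 15.3 for specific CNVRs of 1 bird (exact two-sided permutation p = 0.00303, the smallest possible) and 1.04 for those in both birds (p = 0.248). Among the calls made anew the difference for both birds was 5.86 (exact permutation p = 0.0303), of which LS with 19 gave the largest part.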

In each breed, the number of variety -specific CNVRs was mainly contributed by individual variations. 

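A breed-specific loss of LS, chr8:13256323–13273560, lies at DPYD, the gene of the first enzyme of pyrimidine breakdown, with -0.76 in LS against 0.023 in the 20 other birds. WC had a specific loss of olfactory receptor genes at chr27:4480–22773 (-1.11 and -0.89 in its birds against -0.11 in the others), and SQ a specific gain at chr2:34200026–34218381 (0.67 against 0.099). In number, the specific CNVRs called anew were 98.3 per breed in LS, QY, SQ and WC and 33.9 in the other seven breeds (difference 64.4). In the listing they were 30.5 ± 4.51 and 14.1 ± 3.34 (mean ± SD, n = 4 and 7). Both differences had an exact two-sided permutation p of 0.00303, the smallest that 330 splits can give. Calls from shuffled probes were more frequent in LS, QY, SQ and WC, and the difference among the calls made anew fell to 15.4 at a score of 8, to 6.64 at that score without WC-M (exact permutation p = 0.0152) and to 5.07 at a score of 10 (exact permutation p = 0.179). Shared CNVRs of the listing were 36.8 and 33.6 (exact permutation p = 0.194), and among the calls made anew 148 and 95.9 (p = 0.00303).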

Compared with the other breeds studied, LS, QY, SQ, and WC had substantially more CNVRs and variety-specific CNVRs. This may indicated that these four breeds were more closely related to each other than to the other breeds.

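LS, QY, SQ and WC shared more of their CNVRs with each other than with the other breeds among the calls made anew at a score of 6, and this was lost with several other settings. The mean Jaccard similarity of 2 birds was 0.174 between different breeds of this group, 0.186 between different breeds of the other seven, 0.137 across the groups and 0.270 within a breed. The difference of 0.037 between the first and the third value had an exact one-sided permutation p of 0.0273. It was 0.023 at a score of 8 (exact permutation p = 0.130), 0.026 with a minimum of 0.3 (p = 0.115) or at least 3 probes (p = 0.0879), 0.018 with at least 10 (p = 0.185) and -0.038 with simple matching. With the listed CNVRs the same values were 0.185, 0.238, 0.185 and 0.342, and the difference was -0.000365 (exact permutation p = 0.488). From the higher numbers of CNVRs and of specific CNVRs in LS, QY, SQ and WC, the paper proposes that these breeds are more closely related to each other than to the remaining breeds.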

**Table 2:** Inter-specific and intra-specific variation

**Breeds**	**Type**	**Number**	**Individual**	**Shared in breed**
WJ	variety-specific	16	13	3
	Shared	32	12	20
	Total	48	25	23
ZJ	variety-specific	10	10	0
	Shared	37	19	18
	Total	47	29	18
CH	variety-specific	11	9	2
	Shared	31	20	11
	Total	42	29	13
HX	variety-specific	13	10	3
	Shared	37	15	22
	Total	50	25	25
JH	variety-specific	20	20	0
	Shared	29	14	15
	Total	49	34	15
AK	variety-specific	15	14	1
	Shared	36	19	17
	Total	51	33	18
BY	variety-specific	14	11	3
	Shared	33	18	15
	Total	47	29	18
LS	variety-specific	25	22	3
	Shared	33	16	17
	Total	58	38	20
QY	variety-specific	30	28	2
	Shared	36	25	11
	Total	66	53	13
SQ	variety-specific	31	27	4
	Shared	42	23	19
	Total	73	50	23
WC	variety-specific	36	34	2
	Shared	36	22	14
	Total	72	56	16

### Principal component analysis

To classify different clusters of breeds, we used whole-genome CGH log_2_ ratio data to perform principal component analysis (PCA, Figure 5). To complete this analysis, we included previously published data for Cobb Broiler (CB), White Leghorn (WL), and Chinese Dou (CD) chickens [29]. Using the PCA results, we could classify the 14 breeds (28 individuals) into roughly three categories. 

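Over 375631 autosomal probes, LS, QY, SQ and WC stood apart from the other seven breeds on the first principal component, which held 30.2% of the variance. Their 8 birds had scores of 0.107 to 0.207, and the 14 other birds -0.234 to -0.00283 (exact two-sided permutation p over breeds = 0.00303, which restates how the paper formed the group, from components of these arrays). On the second component (8.29%) WC-M and WC-F had the lowest scores of all 22 birds, and the groups did not part (exact permutation p = 0.848). The log2 ratios of different breeds correlated with a mean r of 0.556 ± 0.049 inside LS, QY, SQ and WC (24 pairs), 0.477 ± 0.067 inside the other seven (84 pairs) and 0.299 ± 0.135 across the groups (112 pairs). Birds of the same breed, which share a slide, gave 0.640 ± 0.086 (11 pairs). The CB, WL and CD arrays are not analysed here.

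**Figure D3:**
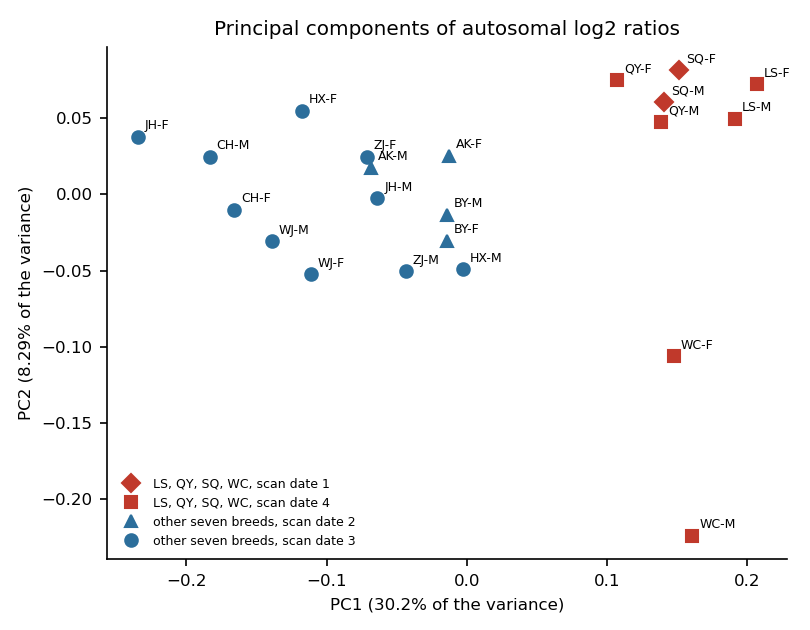
Scores of the 22 birds on principal components 1 (30.2% of variance) and 2 (8.29%), with colours for the breed groups and symbols for the scan dates. All 8 birds of LS, QY, SQ and WC lie at 0.107 or above on the first axis, and their scan dates hold no bird of the other breeds.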

Whereas WC, LC, SQ, and QY clustered on the top left of Figure 5, the commercial A-hen division variety (CB–F) was found on the top right, and the remaining local breeds and commercial strains of the C-cock division (CB-M) clustered on the left of the bottom. In terms of regional distributions, the four varieties found on the top left of Figure 5—the WC, LS, SQ and QY varieties—all originated in the southern part of China. 

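The widest differences between LS, QY, SQ and WC and the other seven breeds, in bins of 50 probes, were at chr13:668723–787168 (-0.22 ± 0.32 against 0.15 ± 0.094, difference -0.37, limma adjusted p = 0.0164) and at the olfactory receptor bin chr10:7181–189116 (difference -0.32, adjusted p = 0.0355). At chr1:3710606–3898534 the difference was -0.23 (adjusted p = 0.0019), and the largest in the other direction was 0.22 at chr9:15859750–15963610 (adjusted p = 0.000253). With limma and the breed as block, 1944 of 7523 bins (25.8%) had an adjusted p under 0.05, of which 183 were higher and 1761 lower in LS, QY, SQ and WC. Without centring the arrays the numbers were 406 and 554, so this split moved with the centring. The number of bins was 833 with normexp, 601 without the males, 1043 without LS and 2931 without WC. The median difference of these bins was 0.087 in size, none exceeded 0.5, and 85 touched a listed CNVR. LS, QY and WC were scanned on 1 date and SQ on another, without any bird of the other breeds. Breeds scanned on dates 3 and 4 had an r of -0.031 to 0.498 with each other, against means of 0.495 and 0.548 between different breeds within these dates. SQ of date 1 had 0.564 with LS, QY and WC of date 4, so another date did not lower r between these breeds. With AK and BY of date 2 SQ had 0.4497, and with the breeds of date 3 it had 0.268. AK and BY had 0.457 with the breeds of date 3, their own group, and 0.399 with date 4. They were thus about as close to SQ as to their own group. The gap between the groups lay mainly between date 3 and dates 1 and 4. The green channel, which holds the same Dehong DNA on every array, also parted LS, QY, SQ and WC from the other breeds once centred on probe means (difference in r 0.938). As no date holds breeds of both groups, breed origin and the time of hybridization and scanning remain hard to tell apart.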

We proposed that the clustering of these four varieties reflected the admixture and inbreeding effects, and the influence of geographical proximity on the domestication process. As CB-F was a commercialized variety subjected to strong artificial selection pressure during its development, it was isolated from the other varieties in Figure 5.

**Figure 5:**
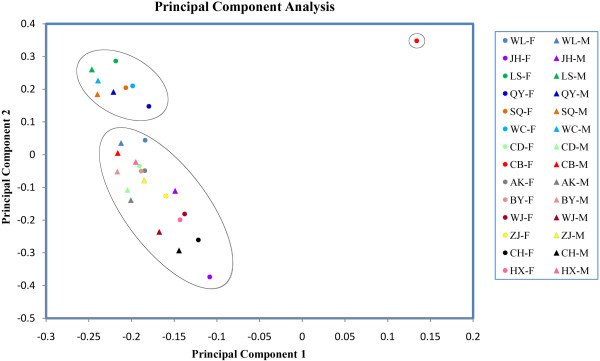
**Principal component analysis for 14 chicken breeds using whole-genome CGH log**_**2 **_**ratio data.**

### Agglomerative hierarchical clustering

To confirm the clustering patterns deduced by PCA and attempt an independent strategy for hierarchical clustering of chicken breeds on the basis of their ancestries, we performed a cluster analysis [32] for all individuals within each of the 11 breeds according to their absent or present CNVs. The cluster tree was shown in Figure 6. The approximate unbiased (AU) *p*-value and bootstrap probability (BP) value were shown for each node. Given that the AU *p*-value is less biased than the BP value, we focused on the AU *p*-values. Edge numbers, given beneath the nodes, represented the order in which the clusters were built. A smaller edge number indicated more closely related individuals. Although not all of the individuals from each variety group together, the overall trends were consistent with the clustering achieved using PCA, i.e.,WC, SQ, QY, and LS were more closely. 

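In a tree built from the presence of the 966 CNVRs called anew, LS, QY, SQ and WC formed 1 branch of 8 birds with no other bird (bootstrap probability 66.2%). Shuffled probe order gave 73.3 calls per bird in these breeds against 11.6 in the others, and their scan dates hold no other breed. The bootstrap cannot tell a common origin from either of these. The higher CNVR similarity of this group, given above, was not significant at a score of 8. In this tree the 2 birds of a breed joined directly as a pair in 9 of 11 breeds, all but ZJ and WC. With the 308 listed CNVRs the 8 birds formed no branch (1.2%). LS and SQ came together with 10.7%, and 8 breeds joined as a pair, all but ZJ, CH and QY. The probabilities are from 1000 plain bootstraps, and AU values were not computed.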

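HX, JH, AK, BY, WJ, CH, LS, QY and SQ each had their own 2 birds joined as a pair when a CNV needed at least 5 probes. The number of breeds whose birds were nearest neighbours was 9 with at least 5 probes, 7 with at least 3 and 5 with at least 10. As many as 9 arose in none of the permutations of the birds (one-sided permutation p = 1e-05, the smallest they can give). The birds of a breed also share a slide and a scan date, so this p-value cannot tell breed from slide. A stricter score of 8 or 10 left 4 breeds.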

The separate of the intra-specific individuals may caused by the limit that a CNV locus must contain five probes at least in the statistical analysis, which excluded some variety-specific CNVs.

**Figure 6:**
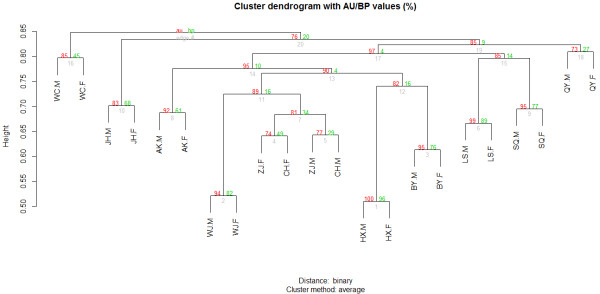
**Dendrogram generated by clustering individuals on the basis of their CNV similarities.** Numbers at the upper left of the node in red indicate the AU *p*-value, and numbers at the upper right of the node in green indicate BP values. Numbers beneath the nodes in gray are edge numbers.

### Functional analysis of CNVRs

We applied the BioMart webtool to the Ensembl *Gallus gallus* (WASHUC2) database to retrieve genes associated with the observed CNVRs. A total of 484 Ensembl genes were matched to 157 CNVRs (Additional file 2). 

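Several genes lay in CNVRs that many birds carried, among them the MHC genes on chr16, olfactory receptor genes on chr10 and guanylate binding protein on chr12:2140130–2160583, an interferon-induced GTPase with a gain in 10 listed birds. Of the listed CNVRs, 157 held a gene and 151 held none. Those with a gene had a mean of 49.9 kb and a median of 16.7 kb, against 19.6 and 13.7 kb without. With a gene 63 were gains and 86 losses, and without a gene 75 and 73. The gene cells of Additional file 2 are held in part, so 344 gene identifiers could be read and the placement of genes covers only these.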

Then, functional annotation and functional clustering analysis were performed for these genes (Additional file 5–1) using the CNVRs to identify biological processes enriched for CNVs [30,33,34]. Of 465 Ensembl gene identifiers found using the DAVID Functional Annotation Tool, 318 had functional annotations. Gene functional classification of the genes grouped 71 Ensembl genes into 8 clusters and excluded 249 unrelated genes from the analysis (Additional file 5–2). This indicated a wide distribution of CNVRs and reflected the inadequacy with which chicken genes had been annotated relative to other model mammalian species. The eight clusters corresponded to different categories in terms of the ontology of their molecular functions and biological processes, including structural components of the cytoskeleton, antigen processing and presentation, proteolysis involved in cellular protein catabolic processes, transition metal-ion binding, calcium-ion binding, G-protein-coupled receptor signaling, ATP binding, and DNA-dependent regulation of transcription. The gene clusters with the highest levels of significance were associated with structural components of the cytoskeleton (*p* = 5 × 10^–26^) and antigen processing and presentation (*p* = 9.9 × 10^–20^). 

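Keratin genes made up much of the cytoskeleton group. Feather keratins, the structural proteins of barbs and barbules, lay in a loss at chr27:590898–707230 that is listed in WC-M alone (-1.03, 7 probes) and in a gain at chr27:511117–577337 listed in WJ-M (0.66, 12 probes). Tektin 1 on chr19:9845237–9935059 was lost in HX-M, WC-M and ZJ-M, and catenin alpha 3 on chr6:7923314–7937921 in JH-F, JH-M and SQ-M (lowest -0.61). Of 22 members of this group, 11 could be placed in a listed CNVR. The 9 members of the antigen presentation group all lay in 1 CNVR, the one that spans chr16, so they enter the listing as 1 CNVR. No enrichment was tested, because the genes of the listing are held in part.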

To explore the basis of the distinct gene clustering in the groups comprising LS, QY, SQ, and WC, and the other Chinese local breeds, the DAVID Functional Annotation Tool was used again to analyze the CNVs of the two groups (Additional file 5–3 and 5–4). 

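HOXD10 and HOXD8, homeobox genes that pattern the body axis and limbs, lay in a gain at chr7:17397867–17410628 with a mean of 0.90 in LS, QY, SQ and WC and 0.17 in the other seven breeds. It is listed in 3 birds and reached 0.5 in 9. Guanylate binding protein had 0.66 and 0.27. Metabotropic glutamate receptor 8 on chr1:22560090–22584919 was gained in LS-F, LS-M and SQ-F. Counted by genes that could be placed, the CNVRs of LS, QY, SQ and WC held 9 cytoskeleton members against 5 in the other seven breeds, 3 against 1 for proteolysis, 6 against 4 for G-protein coupled receptors, 9 against 11 for transition metal ions and 2 against 3 for calcium ions. Antigen presentation had 9 in each and ATP binding 2 in each. These are counts of genes over 8 birds against 14, and genes of the same CNVR enter together. Of the 9 cytoskeleton members, 6 were listed in WC-M only, and without this bird 2 remained in LS, QY, SQ and WC. All 6 are feather keratins of the same CNVR, chr27:590898–707230. The olfactory receptor genes among the G-protein coupled receptors also share CNVRs on chr10 and chr27.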

The results clearly indicated that the group comprising LS, QY, SQ, and WC had four more gene clusters than the group containing the other Chinese locally raised breeds, which means LS, QY, SQ, and WC were more closely related and uniform.

### Validation of CNVs by quantitative PCR

All real-time quantitative PCR (qPCR) assays were designed to confirm the presence of the CNVs detected by aCGH analysis. We chose to investigate 24 of the predicted CNVs in the QY and WJ breeds using one primer set per locus, included two CNVs adjacent to functional genes and also twenty-two random selected CNVs. Sixteen DNA samples from the two chicken breeds (eight from each breed), including the samples used in the aCGH analysis, were used for qPCR of the 24 CNVs (including 28 sets for selected loci and 2 sets for *PCCA* control. The four loci in chr1: 167926654–167954794, chr3: 107796818–107810140, chr13: 15750417–15766190 and chr23: 5943950–5959715 were detected in both QY samples and WJ samples, Additional file 6). 

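The qPCR loci included the loss at APP, the gene of the amyloid beta precursor protein, on chr1:106296860–106308122, with -0.90 in WJ-F and 0.034 in WJ-M, and the gain at RPL24 and ZBTB11 on chr1:88675683–88695234, with 0.66 in QY-M. At chr23:5943950–5959715 QY-M, WJ-F and WJ-M had 0.99, 0.90 and 0.99 and QY-F had -0.082. The loss at chr2:97312205–97338589 was -3.09 in QY-M, and the same loss was present in 10 birds labelled male and in no bird labelled female. The 24 loci give 56 array calls in the 4 birds that were on the arrays, and 54 of them were found again in the log2 ratios. The calls were made from these same arrays, so most of this was fixed in advance. The 26 listed gains had 0.92 ± 0.19 (mean ± SD, 0.66 to 1.47), the 21 losses -1.03 ± 0.55, and the 9 normal calls -0.14 ± 0.26. The qPCR measurements themselves are not analysed here.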

Then we got the same results between aCGH and qPCR including 24 CNVs loci in sixteen individuals, which strongly supported our results that got from CGH arrays. *PCCA*, which encodes propionyl-coenzyme A carboxylase and was previously identified as a non-CNV locus, was used as the reference gene. Our findings confirmed the stability of *PCCA* in the chicken genome and its suitability as a reference gene to normalize sample amounts in different breeds. Most of the qPCR and aCGH results were concordant based on the detection in the same sample (except chr8: 27562722–27579422 and chr9: 19750362–19757329 loci, which were regarded as false positive and false negative loci). 

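At chr8:27562722–27579422 (9 probes) the log2 ratio was -0.52 in QY-M and -0.46 in QY-F. All 22 birds lay between -0.62 and -0.31, and 6 were at or below -0.5, so this locus differed little between birds. At chr9:19750362–19757329 (5 probes) it was -0.72 in QY-M and -0.60 in QY-F, and 3 birds were at or below -0.5. At chr4:88929685–89054302 (9 probes) QY-F had 0.79 and QY-M -0.15, and 7 birds reached 0.5. The paper states that the array and qPCR calls of the same sample were mostly concordant, with the chr8 and chr9 loci as the exceptions. From F-tests and paired T-tests of the qPCR copy numbers against the reference locus, the paper proposes that most of the tested loci are CNVs.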

F-test were performed to check for homogeneity of variances between copy number of selected CNV loci and that of the reference *PPCA* locus at the first step. If the variances were statistically homogeneous, the Paired *T*-test was performed in the next step in order to check if the test samples showed significant mean difference comparing with the reference locus. As a result of that, 17 sets for F-test showed greater variance than references locus (p < 0.05). And for the rest 11 sets tested by Paired *T*-test, results indicated that they all showed the significant difference (p > 0.05) except one. Our results suggested that most of the test loci were truly CNVs. 

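At chr2:130453299–130471785 (10 probes, 18.5 kb) QY-F had a log2 ratio of 0.74. Every other bird, QY-M (-0.037) included, was below 0.5, and the lowest of the 22 had -0.096. Gains of a single QY bird among the other qPCR loci were chr2:106517823–106529907, with 0.74 in QY-M and 0.078 in QY-F, and the RPL24 locus on chr1. Each reached 0.5 in 1 of 22 birds.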

And for the chr2: 130453299–130471785 locus, it was detected and verified only in one sample of the Qingyuan partridge breed, which displayed rare CNV (details in Additional file 6).

Our aCGH analysis identified some interesting loci. One of the CNV loci locates on chr16 (positions 254,921–342,967 bp), which contains the gene that encodes the MHC class I antigen (YFV) [*ENSGALP00000040357*]. The gene, which is transcribed at a high level and is polymorphic, was duplicated in all of the breeds we studied, except for WC, in which it was deleted. 

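Over the 12 probes of this region the log2 ratio was highest in SQ-F (2.58), QY-M (2.45), SQ-M (2.14), LS-F (2.06) and LS-M (1.84), and 18 of 22 birds were at or above 0.5. WC-M had -0.77 and WC-F 1.40, so the 2 WC birds changed in opposite directions. JH-F (-0.15), JH-M (-0.25) and BY-F (-0.083) had means near 0, while BY-M had 1.82. In JH-F, JH-M and BY-F the standard error over the probes was 0.35, 0.37 and 0.34, so single probes scattered widely about these means. QY-F, at 0.51, had a standard error of 0.51. The mean of WC was 0.32 ± 1.53 (n = 2) and that of the other birds 1.26 ± 0.83 (mean ± SD, n = 20; exact two-sided permutation p = 0.152). With the females alone, WC was higher than the other breeds by 0.22, and with the males alone it was lower (-2.10).

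**Figure D4:**
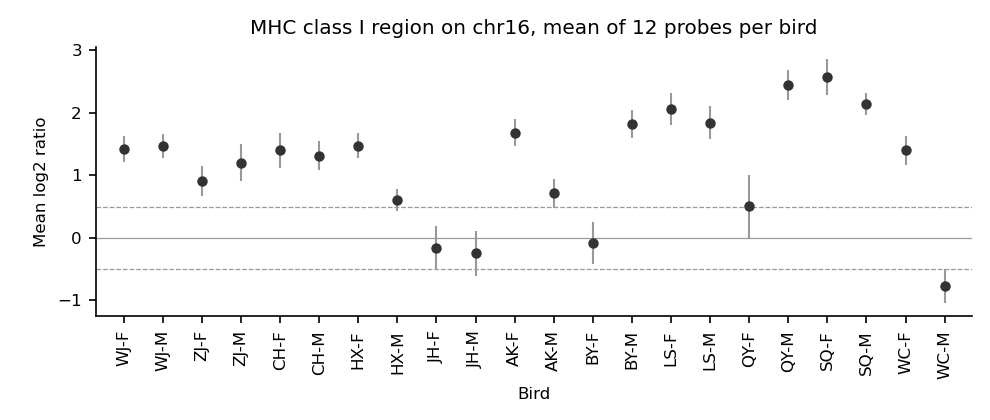
Mean log2 ratio of the 12 probes at chr16:254921–342967 for each bird, with the standard error over probes and dashed lines at 0.5 and -0.5. Only WC-M lies below -0.5 (-0.77), and WC-F has 1.40.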

Mature epitope-tagged YFV, which is associated with ®_2_-microglobulin, is located at the surfaces of chicken B (RP9) lymphoma cells [35]. CNVs occur predominantly in genes encoding components of the immune systems of birds [26], and mammals, such as humans [36] and Holstein cattle [37]. This trend was confirmed by our finding that the genes on chr16 of chicken, which encode components of the immune system, contained CNVs found universally in various breeds of chickens.

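The listed CNVR that spans chr16:73–429425 (150 probes) holds MHC class I and class II genes, the B locus M chains, tapasin, TAP1, which carries peptides to MHC class I, and NK receptor-like genes. It is listed in all 11 breeds with 31 gains and 3 losses. Its mean over all probes was 0.14 ± 0.32 (mean ± SD, n = 22 birds, -0.56 to 0.67), and 2 birds reached 0.5 along the whole length, so most changes covered only parts of the region. Regions with immune genes on other chromosomes included the very large inducible GTPase-1 region on chr3, listed in 21 birds, and the guanylate binding protein region on chr12, with 0.41 over all birds.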

The other specific duplication of a CNVR occurred on chr20 at positions 10,718,139–10,844,289 bp and 11,263,937–11,435,137 bp (Figure 7). The distance between the loci was 419.6 kb. 

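At chr20:10718139–10844289 (52 probes, 126.15 kb) the 4 birds of WJ and JH had log2 ratios of 0.97 to 0.99, and their mean was 0.98 ± 0.012 (mean ± SD). The 18 birds of the other breeds had 0.059 ± 0.051, from -0.053 to 0.18. Next to its right end, WC-F had a gain of its own at 10844230–10871031 (0.60, 13 probes). Beside EDN3, a ligand that drives the growth of pigment cell precursors, the readable gene cells place C20orf174 here.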

The first region was associated with dermal hyperpigmentation in chickens [38] and contained four annotated functional genes, encoding endothelin 3 (*EDN3*), the ATP synthase epsilon subunit (*ATP5e*), the slowmo homolog 2 (*SLMO2*), and beta-1 tubulin (*TUBB1*). *EDN3* promoted melanoblast proliferation in chicken [39,40] as seen following ectopic expression of an *EDN3* transgene in mouse [41]. The three other aforementioned genes may also contributed to dermal hyperpigmentation or phenotypes associated with dermal hyperpigmentation. The second duplicated region did not contain any known coding or regulatory elements. 

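The second region, chr20:11263937–11435137 (78 probes, 171.2 kb), had 1.03 ± 0.0062 in the 4 birds of WJ and JH (1.03 to 1.04) and 0.047 ± 0.043 in the 18 others (-0.039 to 0.091). The 176 probes between the regions had -0.025 ± 0.025 in WJ and JH and 0.020 ± 0.057 in the others. The left flank (89 probes) had -0.095 ± 0.067 and 0.0061 ± 0.077, and the right flank (96 probes) -0.017 ± 0.023 and 0.042 ± 0.058. The gain was thus limited to the named regions and left the 419.6 kb between them near the reference.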

We provided compelling evidence consistent with the conclusion reported by Dorshorst [42] and Shinomiya [43] that a complex genomic rearrangement (duplication) on chr20 involving the *EDN3* locus caused the hyperpigmentation associated with fibromelanosis in the chicken. The genetic causative mutation of fibromelanosis was an inverted duplicated and junction of two genomic regions separated by 417 kb in wild-types. One duplicated regions contained *EDN3*, the expression level of which gene was increased during embryo developmental stages in Silkie and also maintained a highly expressed level especially in adult skin [42]. Furthermore, given that WJ and JH were the only two breeds with this CNVR, we concluded that the dermal hyperpigmentation of these two Chinese local chicken breeds was also caused by the copy number variation of this CNVR. On the other hand, WJ and JH were closely distributed in the southeast of China. 

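WJ and JH parted from the 9 other breeds at both chr20 regions without overlap. The 4 birds of WJ and JH exceeded the others by 0.92 at the EDN3 region and 0.99 at the second region on the log2 scale, and by 1.49 and 1.58 with normexp background correction. That step also raised the male minus female difference of Z to 1.16 over the 11 pairs, above the 1 of 2 copies against 1, so it overstated a known difference. The regions were named from these same arrays, so a p-value here restates that choice. With 1 bird per breed it was 0.0182 (exact two-sided permutation, the smallest that 2 of 11 breeds can give). Females and males gave the same picture, with differences of 0.94 and 0.90 at the first region and 1.00 and 0.98 at the second. The paper cites earlier work in which a chr20 rearrangement with EDN3 causes fibromelanosis and EDN3 expression is raised in Silkie. With the gain found in WJ and JH alone, it concludes that this CNVR causes the dermal hyperpigmentation of both breeds. Skin colour enters the comparison only through the breed labels, so it cannot be told apart from other features of WJ and JH here.

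**Figure D5:**
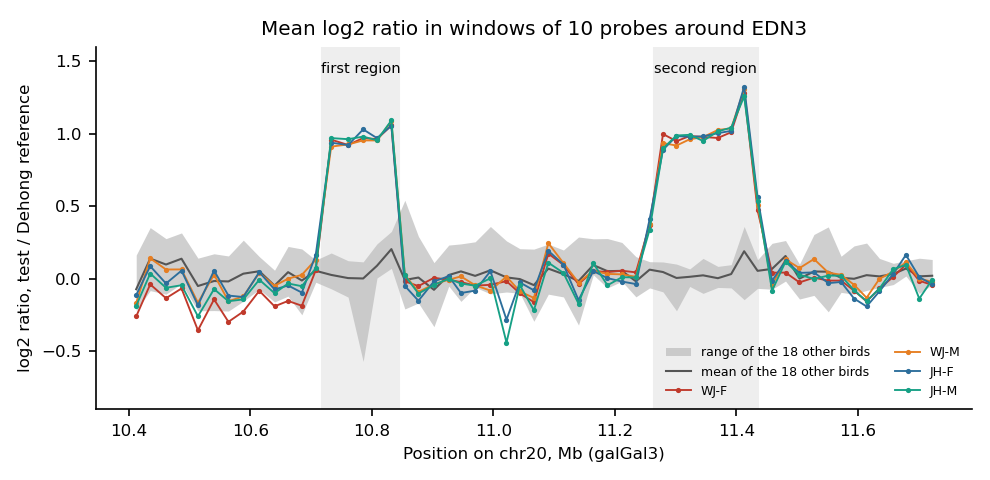
Mean log2 ratio in windows of 10 probes along chr20 for the 4 WJ and JH birds, with the range and mean of the 18 other birds. The WJ and JH birds rise to 0.98 and 1.03 on average in the named regions and stay near 0 between them.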

So it could be supposed that these two breeds originated from the same place or it might also be due to the trait being purposely bred into different strains.

**Figure 7:**
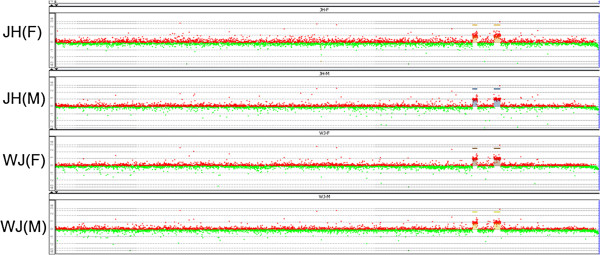
**CNV loci on Chr20 that was specific to the Jinhu and Silkie breeds.** The two specific duplicated CNV loci on chr20 in Jinhu (JH) and Silkie (WJ) male (M) and female (F) chickens occur at positions 10,718,139–10,844,289 bp and 11,263,937–11,435,137 bp.

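WJ had 3 losses of its own, at chr1:145045417–145056781 (-0.95), chr3:13793660–13803875 (-1.05) and chr4:49370878–49386441 (-1.20), each in both birds and in no other bird at -0.5. SQ had a loss at ASMT, which makes the last step of melatonin synthesis, on chr1:133130052–133137116 (-1.10), but 4 other birds were also below -0.5 there. QY had gains at chr7:11976441–11984670 (0.72) and chr9:7506164–7519708 (0.65). Several of the listed regions were not confined to their breed. At chr1:152707835–152735731, listed in CH, 10 other birds were below -0.5 (exact two-sided permutation p = 0.372). At the ADAMTS3 gain of CH (chr4:52063829–52077869, 1.05) 5 other birds were past 0.5 (exact permutation p = 0.0519), and at the LRP1B loss of WC (chr7:33551335–33559940, -0.77) 6 others (p = 0.0563). In all, 23 listed CNVRs were in both birds of 1 breed and in no other breed, with 4 in SQ, 3 each in WJ, HX, BY and LS, 2 each in CH, QY and WC, 1 in AK and 0 in ZJ and JH. In 17 of them both birds lay beyond all other birds, and in 8 at least 1 other bird was past 0.5.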

We also found one other breed specific CNVR in AK, two in CH, three in WJ, three in SQ, three in LS, two in QY, two in WC, three in BY, and three in HX. To associate CNVRs with specific phenotypes, the genes in the intra-specific CNVRs of BY and HX were selected for further analysis. There were two genes in the three CNVRs of BY. One of these genes encoded the mitochondrial ribosomal protein L15 (*MRPL15*) [44], and the other encoded the homologous *Homo sapiens* solute carrier family 25 (mitochondrial carrier, brain) member 14 protein (*SLC25A14*) [45]. Neither of them appeared to be closely associated with macroscopic features of BY, such as feathered feet.

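The region with MRPL15, a protein of the mitochondrial ribosome, at chr2:113872148–113899070 (9 probes) had 0.61 and 0.98 in the BY birds and -0.026 ± 0.080 in the 20 others (mean ± SD). The region at chr1:172053609–172065971 (7 probes) had 0.94 ± 0.0055 in BY and 0.024 ± 0.056 in the others, and its gene is named there as solute carrier family 25, member 30, a mitochondrial carrier. The third, chr2:3264897–3277034 (5 probes), has no gene and the largest gain, with 1.70 ± 0.40 in BY and 0.076 ± 0.097 in the others. With normexp background correction the differences between BY and the others rose to 1.22, 1.48 and 2.20. The regions were chosen from these arrays as specific to BY, so no p-value is given.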

In HX, five genes appeared in the three HX breed specific CNVRs. The CNVR on chr2 between positions 147,922,354 bp and 147,936,835 bp contained no genes, and between them, two CNVRs on chr27 (positions 1,607,367–1,629,996 bp and 4,125,095–4,156,647 bp) had five genes. Among them, the gene that encoded keratin 222 (*KRT222*; positions 4,153,995–4,159,597 bp) attracted our attention, owing to the participation of the keratin family in development of the hair follicle and epithelium [46]. It seemed possible that duplication of *KRT222* may (at least partially) account for the bearded phenotype of HX chickens, although further work is necessary to evaluate this speculation.

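The HX birds had 0.57 and 0.59 at chr2:147922354–147936835 (7 probes) against -0.0028 ± 0.062 in the 20 other birds (mean ± SD), a difference of 0.58 that rose to 1.03 with normexp background correction. At chr27:1607367–1629996 (11 probes) they had 1.02 and 0.88 against 0.028 ± 0.10, a difference of 0.92 that was also larger with normexp. This region holds SMARCD2, a subunit of the SWI/SNF chromatin remodelling complex, and PSMC5, an ATPase of the proteasome. No other bird passed 0.26 at either region. Both regions were chosen as specific to HX in these arrays, so no p-value is given.

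**Figure D6:**
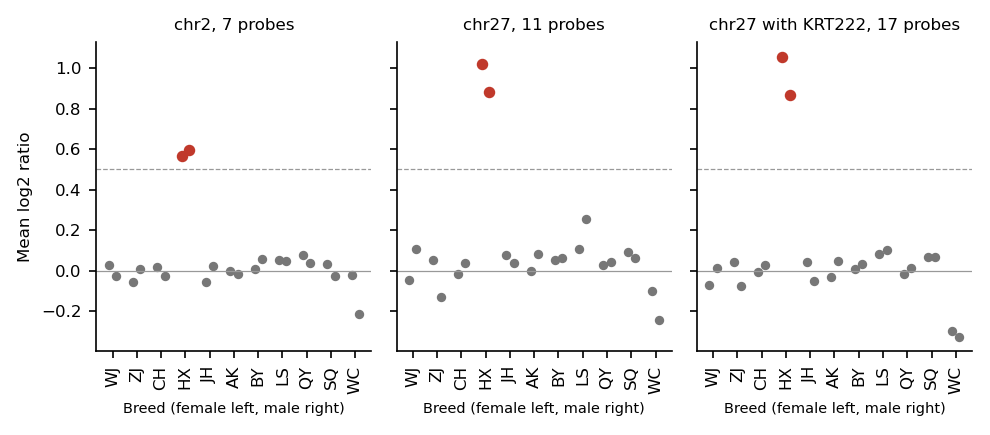
Mean log2 ratio of each bird at the chr2 region and both chr27 regions of HX, females left and males right, with HX in red and a dashed line at 0.5. The HX birds are the only ones above the line in each panel, at 0.57 to 1.06.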

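The region with KRT222, chr27:4125095–4156647 (17 probes), had a mean of 0.96 ± 0.13 in HX (1.06 and 0.87) and -0.017 ± 0.11 in the 20 other birds (mean ± SD, n = 2 and 20). The difference of 0.98 was 1.49 with normexp background correction. The readable gene names of the region also include SMARCE1, another SWI/SNF subunit, and by the position the paper gives for KRT222 the region ends inside that gene. The lowest birds were those of WC at -0.30 and -0.33. A beard enters only through the name of the breed, of which there are 2 birds here.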

## Conclusion

This was the first study to investigate the CNVs in locally raised Chinese chicken varieties by using customized CGH array. It described the distribution of CNVs and compared the differences in the CNVRs of the 11 chicken breeds. Our results supplemented the information available for chicken CNVs and provided the first insights into how chicken breeds cluster on the basis of CNVs, which will be valuable for elucidating the relationship between CNVRs and regulatory mechanism of chicken functional genes.

## Methods

### Ethics statement

All animal work was conducted according to the guidelines for the care and use of experimental animals established by the Ministry of Science and Technology of the People’s Republic of China (Approval number: 2006–398). The blood samples of chickens were collected from the brachial vein by standard venipuncture procedure approved by the Animal Welfare Committee of China Agricultural University (Permit Number: XK622).

### Chicken breeds and DNA isolation

All native chicken breeds were obtained from the Poultry Institute of Jiangsu province, Chinese Academy of Agricultural Sciences, and the Chinese Dehong variety, which was a strain of red jungle fowl from South China, was obtained from the Wild Animal Rescue Shelter Center of Yunnan province (Table 1 & Figure 1). Thirty-nine chickens from the 12 breeds (two of each breed, except for eight each of the Qingyuan partridge and Silkie varieties) were used. The Qingyuan partridge and Silkie breeds were each represented by four males and four females, whereas the other 10 breeds were each represented by one male and one female. The DNA of a female Chinese Dehong chicken was used as the reference. Blood samples were collected and stored at -20°C until DNA was extracted using Wizard Genomic DNA Purification kit reagents (No. A1125; Promega, USA). All DNA samples were analyzed using agarose gel electrophoresis and spectrophotometry, and DNA concentrations were measured using a NanoDrop 2000 instrument (Thermo Fisher Scientific, Waltham, MA, USA). DNA from 23 chicken samples (one male and one female from each of the 11 breeds plus the DNA from the reference chicken) was analyzed using aCGH, and DNA from the eight Silkie and eight Qingyuan partridge chickens were analyzed using qPCR.

### High-density array CGH design

The microarrays used for comparative genome analysis were designed and produced by Agilent Technologies and synthesized *in situ* as 60-mer oligonucleotide arrays as described [29]. We used an Agilent 2 × 400 K custom-designed high-density microarray and 420,288 probes. The Agilent High-Density Probe database was used to select 414,111 experimental probes from more than 4 million validated chicken CGH probes, plus 4,545 Agilent positive control probes, 1,182 Agilent negative control probes, and 450 probes located in areas that were not included in the database. The microarray covered the 29 autosomes, the 2 sex chromosomes, and 25 randomly selected chromosomal fragments. The probes covered exonic, intronic, and intergenic regions of the genome, which were each uniquely represented in the 2006 (WUGSC2.1/galGal3) version of the chicken genome.

### Hybridization and scanning

All array hybridizations were performed according to the manufacturer’s recommended protocols. For hybridization, DNA was first digested with *Alu*I and *Rsa*I, and then fluorescently labeled using Agilent Genomic DNA Labeling kit PLUS reagents (No. 5188–5309; Agilent Technologies, Santa Clara, CA, USA). After using standard procedures to label genomic DNA that included cyanine 5'-dUTP for test samples and cyanine 3'-dUTP for reference samples, we used an Amicon Ultra-0.5, Ultracel-30 Membrane system (30 kDa; No. UFC5030BK; Millipore, Billerica, MA, USA) to purify the labeled DNA fragments. Specific activity was calculated by measuring the absorbance at 260 nm (DNA), 550 nm (cyanine 3), or 650 nm (cyanine 5). Array hybridization was performed using Agilent Oligo aCGH Hybridization kit reagents (No. 5188–5380) for 40 h at 20 rpm in a 65°C Agilent hybridization oven. Arrays were scanned at 3-μm resolution using an Agilent scanner, and Agilent Feature Extraction software was used for image analysis (version 10.7, with 90% laser power value and 100% PMT).

### Statistical analysis

The statistical analysis for CNV interval detection was performed using Agilent Genomic Workbench Standard Edition 6.5 software. The Aberration Detection Method 2 algorithm was used to identify genomic variation given the log_2_ ratio of fluorescent signals between test and reference DNA samples [47]. The QC metrics motif of the Agilent workbench software ensured adequate quality control of the hybridization data. To be included in the analysis, an array signal needed to have an intensity value >50 and a signal-to-noise ratio >30. A relatively stringent calculated threshold of six was used in the analysis to minimize the numbers of false positives. Aberrant segments were called for a CNV locus when the average log_2_ ratio was greater than | ± 0.5| and also contained at least five probes. Fuzzy zero correction prevented inclusion of aberrant segments with low average log_2_ ratios. The raw data of our custom-designed aCGH experiments and the sequence information of our probes have been deposited into the GenBank GEO database (GSE36504). http://www.ncbi.nlm.nih.gov/geo/info/linking.html.

Statistical analysis for qPCR results were performed using SPSS software (version 17.0) for F-test and Paired *T*-test analysis.

### Confirmation by qPCR

Primers for real-time qPCR, designed using Primer Express 2.0 software (Applied Biosystems, Carlsbad, CA, USA), were used to amplify fragments each ~100 bp in length that were positioned within each selected CNV locus. Standard curves were plotted using measurements taken for different concentrations of standard DNAs. The primers for *PCCA* were as described [29]. The BLAT web tool, accessed at the University of California, Santa Cruz website (http://genome.ucsc.edu/cgi-bin/hgBlat?command=start), showed that the sequences were specific for each region of interest. Melting curve and amplification analyses validated the primers. The qPCR reactions were carried out as follow: The thermal cycles comprised 1 cycle of pre-incubation at 95°C for 5 min, 40 cycles of amplification (95°C for 10 s, 60°C for 10 s, and 72°C for 10 s), and a final dissociation step (95°C for 5 s, 60°C for 1 min, and 97°C for 5 s). Each genomic DNA sample was diluted into double distilled water to 10 ng/μl, with the concentrations verified using a NanoDrop instrument. A standard curve was prepared by taking the average of triplicate measurements for reference Chinese Dehong genomic DNA at five concentrations (40, 20, 10, 5, and 2.5 ng/μl) in the same plate as the test samples. SYBR Green–based real time qPCR assays were performed using a Roche LightCycler480 instrument with a 96-well block (Roche Applied Science, Indianapolis City, IN, USA). All qPCR samples were assayed in quadruplicate. Each reaction contained 10 ng of template, and all results were analyzed using LightCycler480 software 1.5 (Roche Applied Science, Indianapolis City, IN, USA) with a Ct threshold of 0.2. Relative copy numbers were assigned by comparing the Ct values with the standard curve and the number of copies in 1 ng of reference DNA (arbitrarily defined as one unit).

### PCA

PCA analysis was performed using the PCA analysis function in the Golden HelixTree software package (Golden Helix, Inc. Bozeman, MT, USA). The log_2_ ratio data of all probes were used in PCA except the sexual chromosome and controls. Cobb Broiler, White Leghorn and Chinese Dou were added which got from the same custom-designed Agilent 2 × 400 K array with the same reference sample [29].

### Clustering analysis

To group the 22 individuals according to their CNV similarities, we built a scoring matrix of the CNVR data for each individual. As the majority of CNVRs were observed only gains or only losses at the same locus among these breeds (rather than included both gains and losses), binary measure distances would be a good reflection of our data, which endowed the same weight to “zero” elements and “non-zero” elements. So if the CNVR of the loci showed absence, we encoded a value of “0” with the locus; otherwise, if the CNVR of the loci was presence (either gain or loss), we encoded “1” with it [32]. A hierarchical agglomerative clustering was applied to the matrix composed of the individual vectors using the pvclust function in the pvclust R package. Pvclust was an add-on package to the R Statistical Software for the assessment of the uncertainty in a hierarchical cluster. Multiscale bootstrap resampling was used to calculate the AU *p*-value, which was less biased than the BP value calculated by the conventional bootstrap resampling method [48]. We used an unweighted pair-group average calculation for agglomeration. The robustness of each branch was 10,000 bootstraps, and a hierarchy for the individual elements was built successively, according to the chosen distance and starting with the two closest elements in each case.

### Functional annotation of the clustering analysis

We used the Ensembl *Gallus gallus* (WASHUC2) BioMart webtool to retrieve genes associated with the observed CNV loci. These Ensembl genes identifiers could be imported and accepted by the DAVID Bioinformatics Resources 6.7 (http://david.abcc.ncifcrf.gov/). We used the basic “functional annotation clustering” and “gene functional classification” tool to cluster gene ontology terms of the input genes into functional related groups. When performing the classification analysis, we applied the medium classification stringency, implemented Benjamini multiple testing correction and set the threshold value of Enrichment score at 1.0 [34]. The data of gene functional classifications were processed by Microsoft Excel in order to determine the enrichment for biological processes.

## Abbreviations

CNV: Copy number variants; aCGH: Array comparative genomic hybridization; CNVR: Copy number variants region; PCA: Principal component analysis; AU: Approximate unbiased; BP: bootstrap probability; qPCR: quantitative polymerase chain reaction; EDN3: Endothelin 3; QC: Quality control; GEO: Gene expression omnibus

## Competing interests

The authors have declared that no competing interests exist.

## Authors’ contributions

XH and NL designed and guided the project; MT conducted the experiments and analyzed the data; YW assisted with the bioinformatics and data analysis; XG, CF and SF helped analyze the data; and MT, YW, XH and NL wrote the manuscript. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1 CNVs detected in each sample and the number of duplicated and deleted CNV loci. Click here for file

Additional file 2 CNVRs overlap in gene content. Click here for file

Additional file 3 The distribution of CNVRs in individuals, including the proportion of CNVRs involving a gain of DNA and the proportion involving a loss of DNA. Click here for file

Additional file 4 The distribution of exon, intron and intergenic regions in chicken genome (GGA1-28 and GGA32). Click here for file

Additional file 5 **Biological processes enriched in CNVRs.** Additional file 5–1 Clustering of CNVRs with an Ensembl ID as identified using the DAVID Functional Annotation tool. Additional file 5–2 Classification of gene functions for all Ensembl ID genes from Additional file 5–1 annotated by DAVID. Additional file 5–3 Classification of gene functions for the LS, QY, SQ, and WC breeds. Additional file 5–4 Classification of gene functions for the locally raised Chinese chicken breeds other than LS, QY, SQ, and WC. Click here for file

Additional file 6 **Validation by qPCR for the 24 loci in QY and WJ and the summary of the statistical analysis qPCR results.** A total of 16 samples for each of the two breeds were analyzed using qPCR for 24 loci. Each sample DNA was adjusted to 10 ng/μl using a NanoDrop 2000 instrument. The QY-F, -5, -7, -9 and WJ-F, -30, -33, -35 samples were from females, whereas the QY-M, -52, -91, -93 and WJ-M, -61, -62, -71 samples were from males. The QY-F, QY-M, WJ-F, WJ-M samples were the same as those used in the aCGH analysis. Click here for file

# Supplementary material for: Copy number variants in locally raised Chinese chicken genomes determined using array comparative genomic hybridization
**Source:** BMC Genomics. 2013 Apr 17;14:262. doi: 10.1186/1471-2164-14-262
**Supplement:** Additional file 6 — Validation by qPCR for the 24 loci in QY and WJ and the summary of the statistical analysis qPCR results. A total of 16 samples for each of the two breeds were analyzed using qPCR for 24 loci. Each sample DNA was adjusted to 10 ng/μl using a NanoDrop 2000 instrument. The QY-F, -5, -7, -9 and WJ-F, -30, -33, -35 samples were from females, whereas the QY-M, -52, -91, -93 and WJ-M, -61, -62, -71 samples were from males. The QY-F, QY-M, WJ-F, WJ-M samples were the same as those used in the aCGH analysis.

**Validation by qPCR for the 24 loci (including 28 sets and 2 sets for *PCCA* control) in QY and WJ and the summary of the statistical analysis qPCR results.**

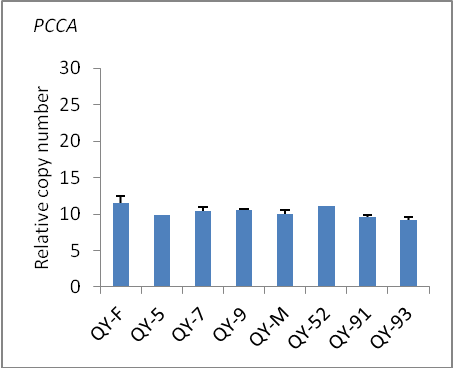

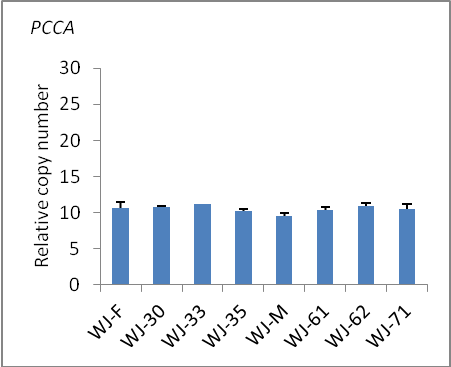

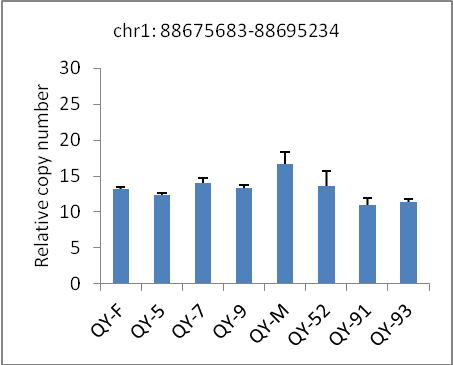

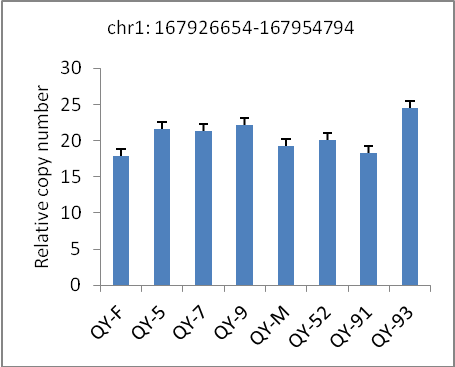

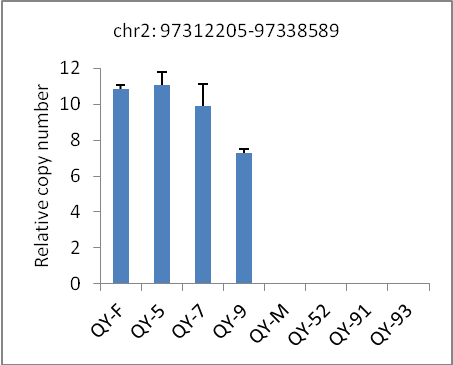

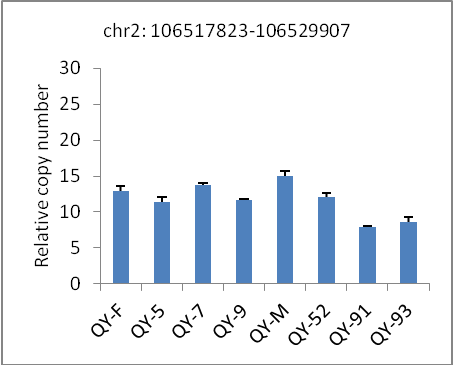

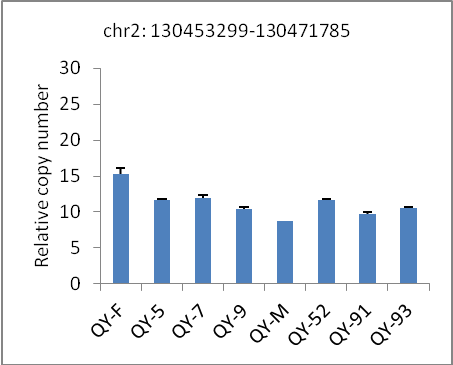

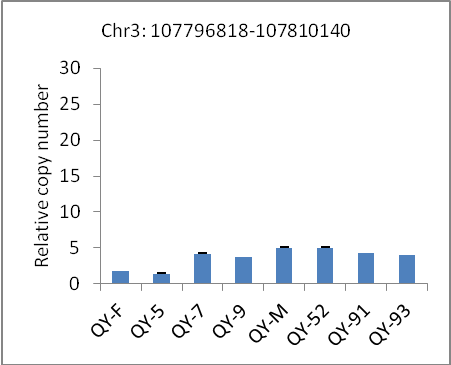

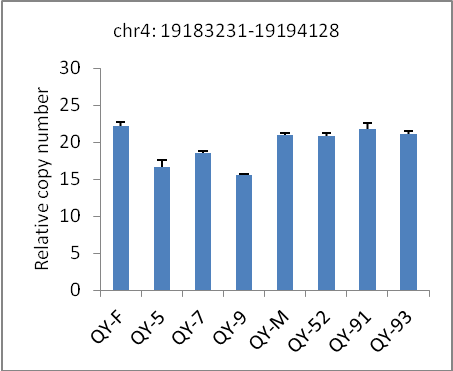

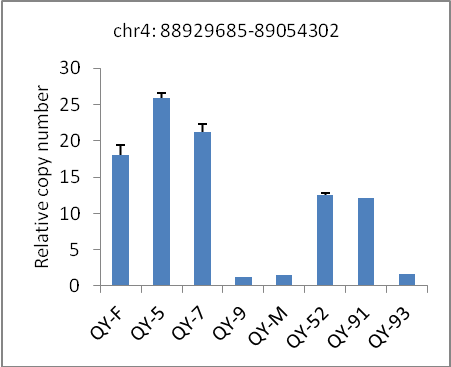

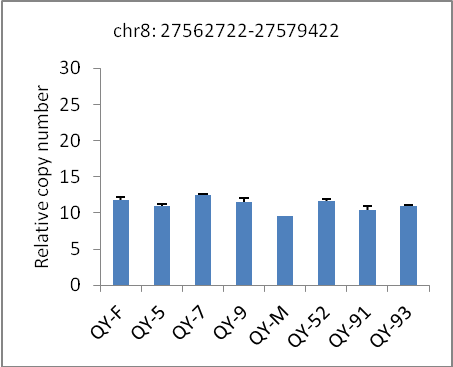

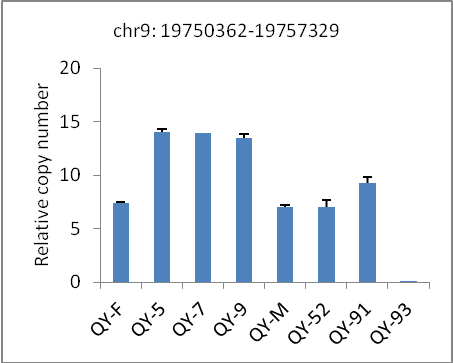

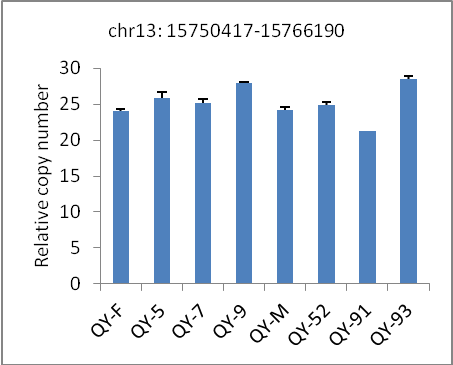

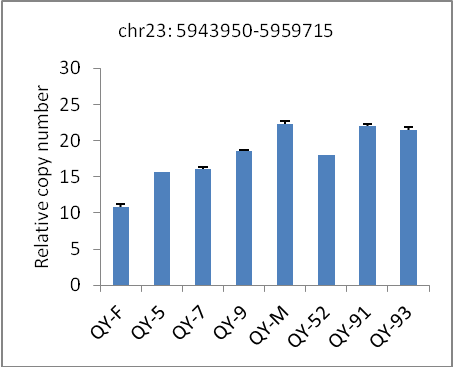

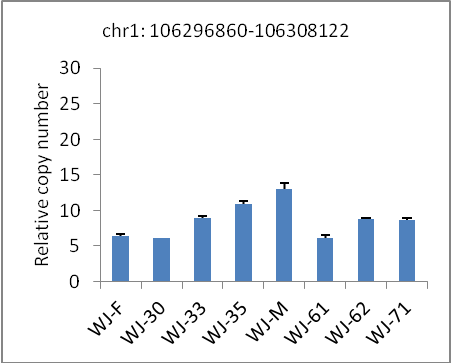

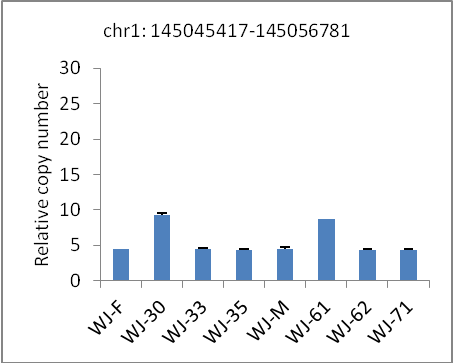

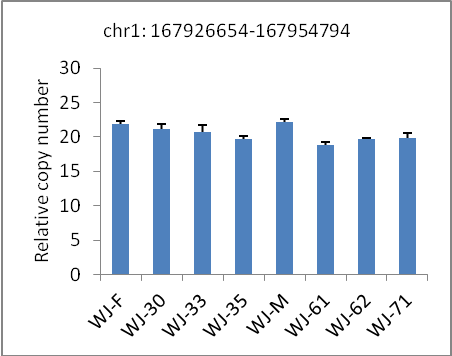

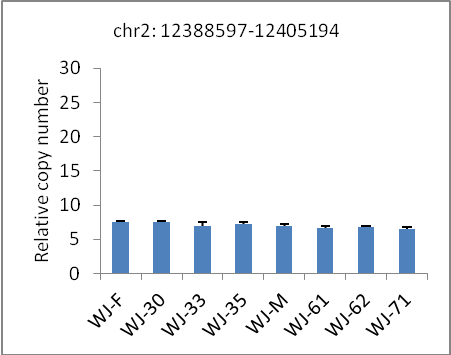

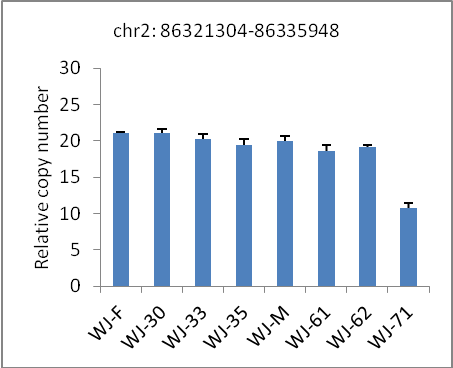

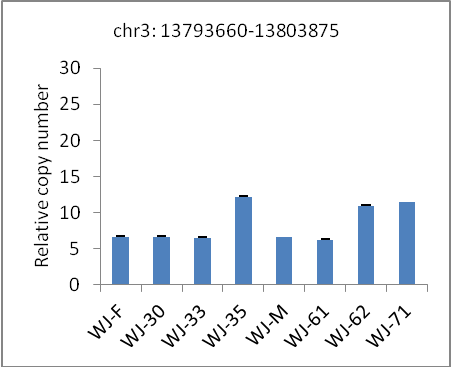

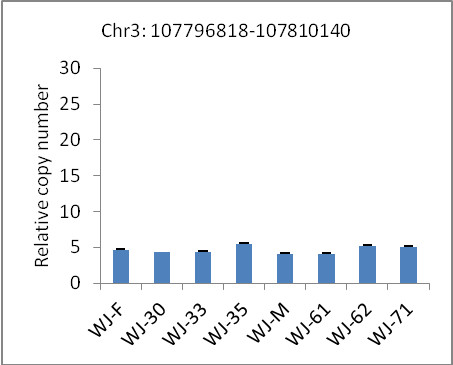

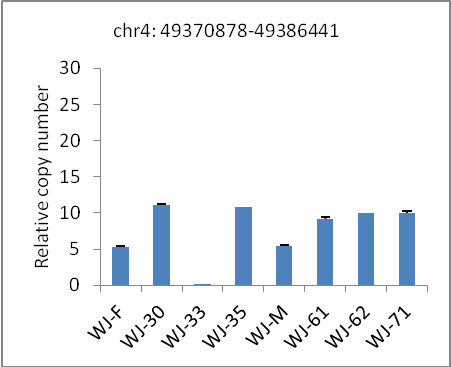

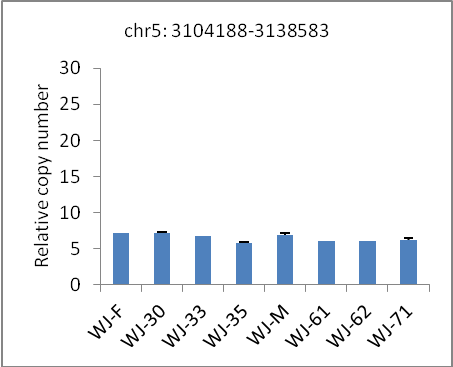

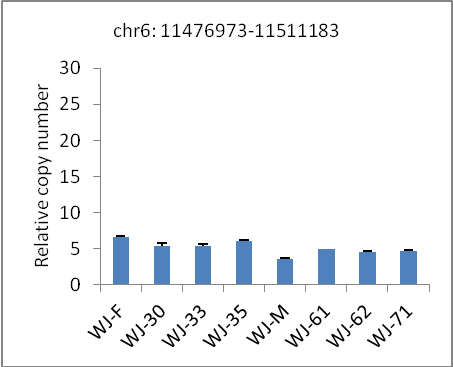

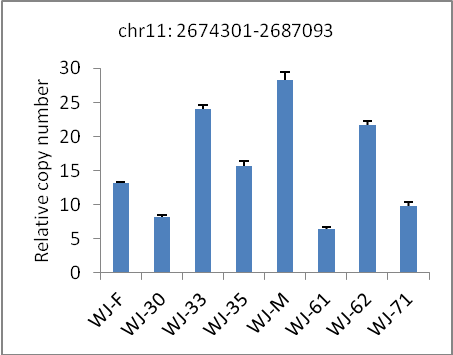

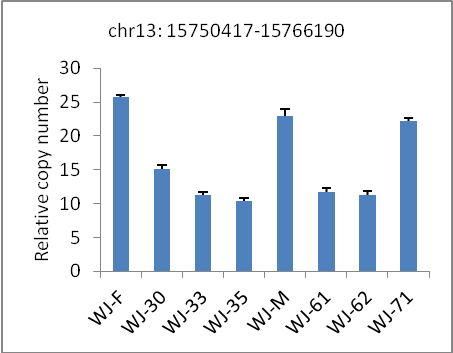

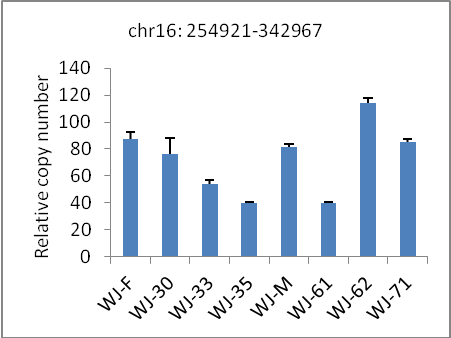

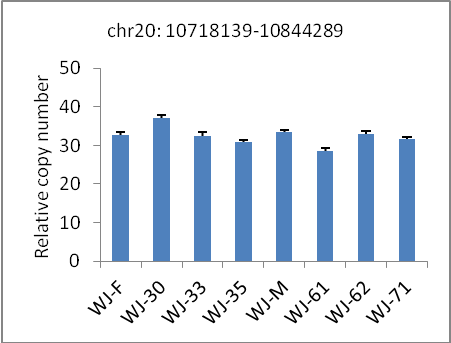

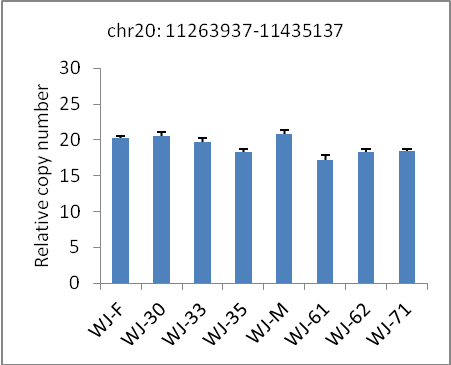

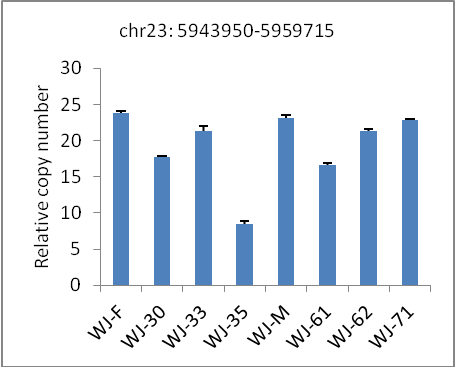

Primers used for qPCR validation.

| CNVR locus | Forward primer (5'3') | Reverse primer (5'3') |
| --- | --- | --- |
| chr1: 88675683–88695234 | TTTCCACAGAACTGGCACTGAA | GGATCTCCGTCAGCATATGAATAA |
| chr1: 106296860–106308122 | TGTAATGGAATGAGGTGGCTACA | TCTATGAGGTATGAACAGGAGCAGAT |
| chr1: 145045417–145056781 | CCTTTAGAAAAAAAAGGTCAACATGA | TCAATAATTTAGCTACTGCGACCAA |
| chr1: 167926654–167954794 | TTTATTGTTTAAGGATACATGCAGGAGTA | ACAGGTTGAGTAAATCTGGTCATACG |
| chr2: 12388597–12405194 | TGCCAGTTGGGAGAGATATTTATTT | GATGAAGTCAAGAAGGCTGCAA |
| chr2: 86321304–86335948 | AGCACAACCGAAACAACTACATACA | GGGAGGAGATGCCATTGGA |
| chr2: 97312205–97338589 | CGGCGAATAATCGTGGAAAT | CAAAGGAGGTCCCTGCAGTCT |
| chr2: 106517823–106529907 | AGCAGGACAGCTTGCCAAAT | TGATTGAGCAAGAGATAGAGGAAGAC |
| chr2: 130453299–130471785 | TCGACTCCAATTCTTGAAGATGTG | CTGTGCAGCTGGATGTGGTT |
| chr3: 13793660–13803875 | TCCTTTTCCAGCTCGTACACTGT | TCTGAAGAAAGGTTGAGCTTATACTGA |
| chr3: 107796818–107810140 | TCTTTGTGACGGATGACTTATATGC | GGTAACACTTGGTGCCCACAGT |
| chr4: 19183231–19194128 | CTGTAAATTGGACACTTGTGATCTCA | GCTTTGGCATCATAAAACAAAGAG |
| chr4: 49370878–49386441 | TGTTCCCCTTCCAATTCTGAA | TGCAGGGTCACTCCCTTGA |
| chr4: 88929685–89054302 | GGGCCTCCATCGTGTTTCT | AACTTCTGCCCACAGGCTGTA |
| chr5: 3104188–3138583 | CTAAGCAGACAAGAAAAAAGGCATAG | TTGCGGTGTGCTGTGGAA |
| chr6: 11476973–11511183 | CATTATTAGGCTCTCCAACACAGTGA | CAAAGCAGCAACAACAGCAAA |
| chr8: 27562722–27579422 | CGATCACAAAAGCCTATCTGGAT | CGGCCAAAGGCAATGG |
| chr9: 19750362–19757329 | AGGACCGAAAGTAAATTTCCTACAGA | AATGTAAGGCACTGGGATGAATG |
| chr11: 2674301–2687093 | TCGTTTCAGAGAACCTCCACAGT | AGGACTTGTGGCATCTGAACAA |
| chr13: 15750417–15766190 | GCATCAAATTCTTTGGGAATCAA | TTGCTTAGCCTAAAATAGCCACTTG |
| chr16: 254921–342967 | TGAGGAATGCAGCGTTCATC | TGCGCAGGCTCCCTTTC |
| chr20: 10718139–10844289 | AACAGTGTGTGCCCTTACCTATGTT | GCAGATGATTGAAGAGAGATTTTAAATG |
| chr20: 11263937–11435137 | AGGCATAAGCACAAGAAAAACCA | CAAAGCCTTTGTTAGTCCAACCA |
| chr23: 5943950–5959715 | GCTCTAAATCTAAGCAAGAAACAGACAT | AACAACACCCTGAAAGCCTAAGA |

**Summary of the statistical analysis results for qPCR validation in 24 loci (totally 28 sets).**

| CNVR locus | F-test | Paired T-test | *p* Value | aCGH results for selected sample | | Concordance between qPCR and aCGH results |
| --- | --- | --- | --- | --- | --- | --- |
| chr1: 88675683–88695234 |  | √ | <0.01 | QY-M gain | QY-F normal | Yes |
| chr1: 106296860–106308122 | √ |  | <0.05 | WJ-M normal | WJ-F loss | Yes |
| chr1: 145045417–145056781 | √ |  | <0.01 | WJ-M loss | WJ-F loss | Yes |
| chr1: 167926654–167954794 for QY | √ |  | <0.05 | QY-M gain | QY-F gain | Yes |
| chr1: 167926654–167954794 for WJ | √ |  | <0.01 | WJ-M gain | WJ-F gain | Yes |
| chr2: 12388597–12405194 |  | √ | <0.01 | WJ-M loss | WJ-F loss | Yes |
| chr2: 86321304–86335948 |  | √ | <0.01 | WJ-M gain | WJ-F gain | Yes |
| chr2: 97312205–97338589 | √ |  | <0.01 | QY-M loss | QY-F normal | Yes |
| chr2: 106517823–106529907 | √ |  | <0.05 | QY-M gain | QY-F normal | Yes |
| chr2: 130453299–130471785 |  | √ | >0.05 | QY-M normal | QY-F gain | Yes |
| chr3: 13793660–13803875 | √ |  | <0.01 | WJ-M loss | WJ-F loss | Yes |
| chr3: 107796818–107810140 for QY |  | √ | <0.01 | QY-M loss | QY-F loss | Yes |
| chr3: 107796818–107810140 for WJ |  | √ | <0.01 | WJ-M loss | WJ-F loss | Yes |
| chr4: 19183231–19194128 | √ |  | <0.01 | QY-M gain | QY-F gain | Yes |
| chr4: 49370878–49386441 | √ |  | <0.01 | WJ-M loss | WJ-F loss | Yes |
| chr4: 88929685–89054302 | √ |  | <0.01 | QY-M loss | QY-F gain | Yes |
| chr5: 3104188–3138583 |  | √ | <0.01 | WJ-M loss | WJ-F loss | Yes |
| chr6: 11476973–11511183 |  | √ | <0.01 | WJ-M loss | WJ-F loss | Yes |
| chr8: 27562722–27579422 |  | √ | <0.05 | QY-M loss | QY-F normal | No (QY-M did not show the same variation in this locus) |
| chr9: 19750362–19757329 | √ |  | <0.01 | QY-M loss | QY-F normal | No (QY-F did not show the same variation in this locus) |
| chr11: 2674301–2687093 | √ |  | <0.01 | WJ-M gain | WJ-F normal | Yes |
| chr13: 15750417–15766190 for QY |  | √ | <0.01 | QY-M gain | QY-F gain | Yes |
| chr13: 15750417–15766190 for WJ | √ |  | <0.01 | WJ-M gain | WJ-F gain | Yes |
| chr16: 254921–342967 | √ |  | <0.01 | WJ-M gain | WJ-F gain | Yes |
| chr20: 10718139–10844289 |  | √ | <0.01 | WJ-M gain | WJ-F gain | Yes |
| chr20: 11263937–11435137 | √ |  | <0.01 | WJ-M gain | WJ-F gain | Yes |
| chr23: 5943950–5959715 for QY | √ |  | <0.05 | QY-M gain | QY-F normal | Yes |
| chr23: 5943950–5959715 for WJ | √ |  | <0.01 | WJ-M gain | WJ-F gain | Yes |

How the deposited data were processed for this re-analysis (not part of the article)

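Genomic DNA of 22 birds, a female and a male of each of 11 breeds, was compared with DNA of 1 female Dehong bird on 2-colour Agilent arrays. The bird was in the red channel (Cy5) and the reference in the green channel (Cy3) on every array, with no dye swap. The authors processed the scans with Feature Extraction 10.7, whose deposited settings name linear dye normalization, background subtraction and spatial and multiplicative detrending. The deposited scanner files give red and green signals as intensity, both raw and processed. Their log ratio column and the deposited series matrix are log10 of red over green, and these were equal in every value (largest difference 0). The median of a matrix column lay between -0.0155 and 0.0101, so the authors' values carry the scale and direction of the scanner files without centring. Positions are those of the galGal3 build.

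Each array has 420288 spots, of which 414561 are not controls. They hold 411943 distinct probes, with 376845 on GGA1 to GGA28 and GGA32, 25612 on Z and 45 on W. Probes of sequence not placed on numbered chromosomes were not used here. Spots of the same probe were averaged (890 probes). Control spots and 159 to 419 spots per array with outlier marks were left out, while the 83 to 385 saturated spots were kept. The signal-to-noise metric of Feature Extraction was 158 to 367 in green and 163 to 282 in red. The derivative log ratio spread was 0.145 to 0.259, which over 5 probes leaves the mean of a single fixed interval with an error well below 0.5. Over all intervals scanned this does not prevent calls by chance, since shuffled probe order still gave 748.8 calls on average.

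For each probe the log2 ratio of the processed red over the processed green signal was computed and centred on the autosomal median of its array, with no loess or quantile step. CNVs were called with an interval score written for this work after the description of ADM-2, since Genomic Workbench was not used here. Each probe had the weight of 1 over its squared log ratio error, an interval needed a score of at least 6, at least 5 probes and a mean log2 ratio of at least 0.5 in size, and no interval was longer than 1000 probes. Inside a longer interval that passed the score but not the mean, shorter intervals were scored against the level of the longer one, so that a part of the calls has a score under 6 when measured from 0. The fuzzy zero step of the Agilent software was not repeated. CNVs that overlapped by at least 1 bp in any birds were merged into CNVRs.

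The caller was tested on simulated data. Segments with a log2 ratio of 1 were found in 100% of cases at 5 probes or more, and segments of 0.58 in 70% at 5 probes, 95% at 7 and 100% at 20, with 0 calls elsewhere. As real probes scatter more than simulated ones, calling was also repeated 10 times with the probe order shuffled within each array, after leaving out the probes inside listed or called CNVs of that bird. The comparison of 50-probe bins was tested in the same way. Shifts of 0.1 on the log2 scale in 100 of the 7523 bins were found in 39% for the breed groups and 90% for the sexes, and shifts of 0.3 in 100%, with 19 and 11 unchanged bins called.

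Breeds and sexes were grouped by their labels. LS, QY, SQ and WC were compared with the other seven breeds with exact permutation tests over breeds (330 splits), single regions with exact permutation tests over birds (231 or 7315 choices), and males with females over the pairs of a breed (2048 sign patterns). Tests of correlation and similarity were one-sided upward and the others two-sided. The female and male of a breed share a slide, so the breed was the unit or the block, except in the tests of single regions, which take the birds of a breed as separate. Bins were tested with limma (lmFit and eBayes, Benjamini-Hochberg adjustment at 0.05), with the breed as random block for the breed groups and as fixed block for the sexes. Nearest neighbours were tested with 100000 permutations, and the tree was bootstrapped 1000 times, which replaces the AU values of pvclust. Correlations over birds were repeated without the 2 birds farthest out.

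The rule for naming took the genes and regions that the paper names and the 24 qPCR loci, the 10 gained and 10 lost listed CNVRs with the most birds at 0.5 or more in size, the CNVRs listed in both birds of a breed and in no other breed, the genes inside these regions, and 2 to 4 examples of each of the 8 functional groups. Not every region under this rule is printed, among them ATP5E, SLMO2 and TUBB1, some of the qPCR loci and a part of the regions with the most birds. The rule was written with the tables of the paper in view. Regions on chr22 and chr28, regions called outside the listing, the parts of the chr13 region, the long losses of WC-M and the regions that differ between the sexes were picked out after their values were seen. Gene names come from the additional files of the paper. The gene cells of Additional file 2 are held in part, so counts of genes cover the 344 identifiers that could be read.

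Alternatives were normexp background correction of the median signals (offset 50), the series matrix, no centring, subtraction of a running median over 1001 probes, marked spots kept, probes near background left out, a minimum of 0.3 or 0.7, a score of 10, at least 3 or 10 probes, equal weights, 50% reciprocal overlap for CNVRs, bins of 20 probes, other blocks, and leaving out each bird of a breed or each breed. Added later were a score of 8, subtraction of the calls in shuffled order, the sexes without the Jinhu pair, scan date as random block, the sex as a term, and the channels taken singly. The CB, WL and CD arrays, the qPCR measurements and the PCCA locus are not analysed here. The placement of CNVRs in exons and introns was left out, because no annotation of the build of these arrays was used. The work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9, and in R 4.3.3 with limma 3.58.1.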

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

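Sets of 4 or 7 birds of the same label and breed group were searched over 8 measures for a bird apart from the rest by Dixon's criterion. Of these 32 searches, 5 found one. Chance alone gives about 5% of the searches, or 1 in 20, but several measures are related, so the searches are not independent. The search at a score of 8 was chosen after the calls in shuffled order were seen, and the search without the Jinhu male after its sex chromosomes were seen.

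JH-M lay apart from the males of WJ, ZJ, CH, HX, AK and BY on both sex chromosomes. Its median log2 ratio was -0.0060 on Z, where the others had 0.92 to 0.94, and 0.0038 on W, where the others had -4.43 to -3.69. WC-M lay apart from the other males of LS, QY and SQ on Z, with 0.83 against 0.915 to 0.924. JH-F had a derivative log ratio spread of 0.241, against 0.162 to 0.183 in the females of WJ, ZJ, CH, HX, AK and BY. WC-F had 43 CNVs at a score of 8, where the females of LS, QY and SQ all had 36, so this one rests on an exact tie of the others.

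A further 3 results come from data that the paper does not report on. The W probes had a mean of -4.27 in 10 birds labelled male, which gives the level that an absent sequence takes on these arrays. Comparing males with females over autosomal bins gave 9 bins, 1 higher and 8 lower in males. At a score of 8, 88 CNVRs lay outside the listed ones.

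None of 8 contrasts of the sexes differed between the breed groups (exact permutation p from 0.209 to 0.824).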

How the results depend on the processing

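The alternatives were set before the data were examined, except for a score of 8, subtraction of calls in shuffled order, the score of 8 without WC-M, the sexes without the Jinhu pair, scan date as random block, the sex as a term and the single channels, which were chosen after seeing the data. Over 31 results, 354 alternatives were run: 274 were labelled as the same, 29 as weaker, 48 as moved and 3 as reversed. For a result with a p-value, the same means only that its direction was kept and its p-value stayed on its side of the significance limit. The size of such a result could change, so the count does not show that values were unchanged. The EDN3 regions, the qPCR loci and the nearest neighbours kept their direction, with other sizes: the EDN3 differences rose from 0.92 and 0.99 to 1.49 and 1.58 with normexp, the qPCR loci fell from 96.4% to 91.1% without probes near background, and the breeds with paired birds fell from 9 to 4 at a score of 8 or 10. With normexp the HX differences rose to 1.03 (chr2) and 1.49 (KRT222) and those of BY to 1.48, 2.20 and 1.22.

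With normexp there were 10894 CNVs, 4694 CNVRs, 51.0% of single-bird CNVRs seen in another bird, a difference in specific CNVRs of 99.8 (exact permutation p = 0.158), 67.2% of CNVs over 10 kb, 833 bins between the breed groups and 3 between the sexes. With equal weights there were 16487 CNVs, 4517 CNVRs, a difference per bird of 19.98 (exact permutation p = 0.848), of specific CNVRs of 20.75 (p = 0.639), and 51.9% over 10 kb. With a score of 10 these were 421, 124, 4.30 (exact permutation p = 0.124), 5.07 (p = 0.179) and 89.3%. A score of 8 gave 791 CNVs, 269 CNVRs and 81.2%. At least 3 probes gave 4605, 1748 and 28.3%, and at least 10 probes 924, 364 and 100%. A minimum of 0.7 gave 1595 CNVs and 66.2%. A minimum of 0.3 gave 76.0%, 99.9% of the listed CNVs measured again and 60.1% of single-bird CNVRs in another bird. Without probes near background 94.8% of the listed CNVs were measured again and 73.8% of CNVs were over 10 kb. With the calls in shuffled order subtracted, the difference per bird was 10.2 (exact permutation p = 0.0939).

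The similarity of CNVRs among LS, QY, SQ and WC changed sign under 2 alternatives. Its difference was 0.026 with a minimum of 0.3 (exact permutation p = 0.115), 0.026 with at least 3 probes (p = 0.0879), 0.018 with at least 10 (p = 0.185), 0.023 at a score of 8 (p = 0.130) and 0.034 at that score without WC-M (p = 0.0697). The sign changed with the listed CNVRs (-0.000365, exact permutation p = 0.488) and with simple matching (-0.038, p = 0.955). Leaving out birds or breeds gave 0.029 (without SQ, exact permutation p = 0.0833) to 0.048 (without WC), and without the females 0.030 (p = 0.0727). The correlation of LS, QY, SQ and WC over means of 50-probe bins was higher by 0.083 (p = 0.167).

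With the running median subtracted, the Z difference was 0.000205 (exact permutation p = 0.109), because this step removes a shift of a whole chromosome. The bins between the breed groups numbered 960 with no centring and 5242 with bins of 20 probes, and those between the sexes 2835 (1 higher, 2834 lower) and 41.

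With the females or the males alone, results ranged as follows: listed CNVs measured again 97.5% to 99.2%, the MHC region in WC against the others -2.10 (males) to 0.22 (females, exact permutation p = 1, a change of sign), single-bird CNVRs in another bird 25.9% to 32.2%, the HX regions 0.56 to 0.61, 0.85 to 1.00 and 0.88 to 1.08, and the BY regions 0.91 to 0.93, 1.36 to 1.88 and 0.63 to 1.01. With 1 bird against 10 the smallest p is 0.0909, so these p-values say nothing on stability. Leaving out birds gave 1186 to 2250 CNVs and 641 to 901 CNVRs. Among LS, QY, SQ and WC, the cytoskeleton members in CNVRs were 1 to 9 (2 without WC-M), proteolysis 1 to 3, metal ions 5 to 9, calcium 1 to 2 and ATP 1 to 2 (1 without WC-M). The bins between the breed groups were 601 (without the males, 12 higher and 589 lower) to 2931 (without WC), and 1043 without LS.

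The labels F and M mark the sex and the array position and no shared litter. With them as a replicate block the bins between the breed groups numbered 1942, and with scan date as random block 1703. Of 100 splits of the breeds, the real one counted among them, no other gave as many bins as its 1944 (the highest other was 713, with HX, LS, QY and SQ together). Of 100 sign patterns, likewise with the real one, no other gave as many as 9 bins between the sexes (highest other 0). With so few patterns, chance is made unlikely for the sexes but is not excluded. The group of 4 breeds was formed by the paper on these arrays, so its count restates that choice. Parting the breeds of the third scan date from the rest gave 1117 bins.

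Not run were the overlap of genes by 50%, the functional groups from calls made anew, and the planned terms for scan date within the groups, since no date holds breeds of both groups.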

Differences from the paper's values

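The calls were made at the thresholds the paper states (at least 5 probes and a log2 ratio of 0.5), with an interval score of 6 and without the fuzzy zero step. A score of 8 and the comparisons with the listed CNVs by measured ratio were chosen after the results were seen.

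A value is counted as different when it lies beyond the larger of its own SD and the error in the paper, where there is one, and the larger of both values is more than 1.5 times the smaller. Numbers of CNVs and CNVRs were higher than the paper's throughout. There were 2436 CNVs (the paper's 833), 1008 gains (the paper's 402) and 1428 losses (the paper's 431). There were 966 CNVRs (the paper's 308), of which 313 were gains (the paper's 138), 609 losses (the paper's 159) and 44 both (the paper's 11). CNVRs in 1 bird were 572 (the paper's 198), in 2 birds 180 (the paper's 47), in 3 birds 55 (the paper's 19), in 4 birds 48 (the paper's 9) and in more than 4 birds 111 (the paper's 35). The shared CNVRs per breed were 115 with an SD of 29.6 (the paper's 35, SD 4).

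CNVs per breed were 146 in WJ (the paper's 71), 162 in ZJ (the paper's 68), 140 in CH (the paper's 57), 176 in HX (the paper's 77), 183 in JH (the paper's 64), 178 in AK (the paper's 75), 199 in BY (the paper's 68), 399 in LS (the paper's 80), 238 in QY (the paper's 83), 279 in SQ (the paper's 98) and 336 in WC (the paper's 92). CNVRs per breed were 105 in WJ (the paper's 48), 127 in ZJ (the paper's 47), 106 in CH (the paper's 42), 136 in HX (the paper's 50), 148 in JH (the paper's 49), 132 in AK (the paper's 51), 154 in BY (the paper's 47), 309 in LS (the paper's 58), 187 in QY (the paper's 66), 215 in SQ (the paper's 73) and 273 in WC (the paper's 72). Breed-specific CNVRs were 28 in WJ (the paper's 16), 32 in ZJ (the paper's 10), 27 in CH (the paper's 11), 35 in HX (the paper's 13), 50 in JH (the paper's 20), 25 in AK (the paper's 15), 40 in BY (the paper's 14), 151 in LS (the paper's 25), 63 in QY (the paper's 30), 63 in SQ (the paper's 31) and 116 in WC (the paper's 36).

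Of these 46 measures, the alternatives set before the data were examined gave values within this limit of the paper's in part. With at least 10 probes 35 did, and the exceptions were CNVRs lost only (239), CNVRs both gained and lost (17), CNVs in LS (127) and WC (140), CNVRs in LS (99) and WC (117), specific CNVRs in CH (6), BY (22), LS (46) and WC (67), and CNVRs in 4 birds (14), while 261 of the paper's 833 CNVs and 109 of its 308 CNVRs had no overlapping call. With a minimum of 0.7, 7 did: gained CNVs (602), gained CNVRs (174), CNVs in WJ (101) and HX (115) and specific CNVRs in WJ (20), QY (33) and SQ (41). With a score of 10, 2 did: CNVRs in WC (48) and in 4 birds (6). None did with normexp, the series matrix, no centring, the running median subtracted, marked spots kept, probes near background left out, a minimum of 0.3, at least 3 probes or equal weights. A score of 8, chosen after seeing the values, brought 40 of the 46 within the limit, with the exception of gained CNVRs (90) and specific CNVRs in WJ (10), CH (6), JH (12), QY (19) and SQ (19), and leaves 257 of the paper's 833 CNVs and 121 of its 308 CNVRs without an overlapping call.

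The other 8 measures lay within the limit: mean and median lengths of CNVs and CNVRs, the shares of gains and losses over 10 kb, the mean of breed-specific CNVRs, and the distance between the chr20 regions. It is a wide limit. The shares over 10 kb were 74.6% of gains (exact 95% interval 71.8 to 77.3, the paper's 86%) and 67.5% of losses (65.0 to 69.9, the paper's 83%), so both were lower. The mean of breed-specific CNVRs was 57.3 (the paper's 20) and lay within the limit only by its SD of 40.7.

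At the MHC locus on chr16 the paper has a duplication in all breeds but WC and a deletion in WC. The mean ratio was -0.77 in WC-M, but 1.40 in WC-F. JH-F (-0.15), JH-M (-0.25) and BY-F (-0.083) had no gain in the mean, with probes that scattered widely. The birds of WJ, ZJ, CH, HX, AK, LS, QY and SQ and BY-M had means of at least 0.51, in QY-F with a standard error over probes of 0.51.

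The paper names chr22, chr28 and chr32 as free of CNVRs. The calls made anew had 3 CNVRs on chr22, of which 2 were in WC-M alone, and 3 on chr28, and none on chr32. At a score of 6 CNVRs lay on 13 autosomes in every breed, where the paper names chr1 to chr5, chr13 and chr16, which are among them.

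For SQ the running text of the paper counts 3 CNVRs in both birds and in no other breed, while its Table 2 and its listing hold 4, so the difference lies inside the paper. For the other breeds the counts matched. The gene at the chr1 region of BY is SLC25A14 in the text of the paper and solute carrier family 25, member 30, in its additional file.

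The paper places LS, QY, SQ and WC closest in its tree of CNVs. The tree from the listed CNVRs held no branch of these breeds (bootstrap 1.2%), whereas the tree from the calls made anew did (66.2%). Calls from shuffled probes were more frequent in these breeds, and their scan dates hold no other breed. The branch therefore cannot tell a common origin from either of these.

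The paper has array and qPCR calls alike except at the chr8 and chr9 loci. At chr4:88929685–89054302 the array call of QY-M is a loss, and its ratio was -0.15. At the chr9 locus the array call of QY-F is normal, and its ratio was -0.60. At the chr8 locus the ratios matched the array calls (-0.52 in QY-M, -0.46 in QY-F).

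Of the 198 CNVRs that the paper lists in a single individual, 79 had another bird at 0.5 or more in the same direction.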

Other observations

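The tests of calls in shuffled order, of noise against the number of CNVs and of a swap of the Jinhu male were chosen after the results they bear on were seen, as were the centring of the channels on probe means, the score of 8, the long losses of WC-M and the regions named from outside the listing.

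LS, QY, SQ and WC correlated more with each other than with the other breeds by 0.257 in r (exact one-sided permutation p = 0.00303, for a group that the paper formed on these arrays), but over means of 50-probe bins only by 0.083 (exact permutation p = 0.167). Waves longer than the window of the running median do not account for it, since the difference was 0.267 after that median was subtracted. Shorter waves pass through this step and were not tested. Shared CNVRs do not account for it either, since the difference was 0.279 without the probes inside them. The green channel holds the same Dehong DNA on every array, and after centring on probe means it parted the same breeds by 0.938 in r (0.535 inside, -0.403 across, exact permutation p = 0.00303), more than the log2 ratio did after the same step (0.453). Before centring the green difference was 0.0169 (exact permutation p = 0.00606), within the bound of 0.02 set in advance against this explanation, but raw signals of any pair of arrays correlate near 1 (0.971 across the groups), so that bound left little room for a larger value. Conditions of hybridization or scanning may therefore be part of the pattern, and as no scan date holds breeds of both groups, a common origin of the 4 breeds remains untested by these arrays.

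The same 4 breeds had more CNVs per bird by 71.9, and by 70.1 after subtraction of the running median. This speaks against waves longer than its window, while waves as short as most calls were not tested. Shuffled probes gave a difference of 61.8, so chance runs in noisier arrays may make up most of it. Noise within a group gave no clear answer: among the 14 birds of the other seven breeds the Spearman correlation of CNVs with the derivative log ratio spread was -0.362 (permutation p = 0.203; Pearson r 0.0826, p = 0.801), and -0.626 without JH-F and CH-M (p = 0.0333; Pearson r -0.492, p = 0.105). Among the 8 birds of the 4 breeds Pearson r was 0.762 (permutation p = 0.0208; Spearman 0.619, p = 0.115), and 0.151 without the LS birds (p = 0.783; Spearman 0.0857, p = 0.919). At a score of 8 shuffled probes gave 2.50 of a difference of 11.1. That score was chosen because few shuffled calls remain there, so a small part was set beforehand and does not exclude chance runs. WC-M had 71 CNVs there, while the other birds of the 4 breeds had 34 to 47. The cause of the excess between breed and scan date remains open.

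The array labelled Jinhu male had the sex chromosomes of a female. A swap with the female of another breed would leave a female label on a male, and the highest Z median of a female label was -0.0015, so a swap with a bird outside these 22 or a wrong record of sex remains open. That JH-F was hybridized on both arrays was tested at the CNVRs of either Jinhu array, of which 24.5% differed by over 0.5, just under the bound of 25% set for separate birds. At CNVRs listed in at least 2 birds of other breeds 11.0% differed by over 0.5, against a median of 9.59% (7.14 to 15.8) between the birds of the other 10 breeds, so the arrays likely hold separate birds. Both carry the chr20 gains of JH and WJ, which argues against a bird of a breed without them.

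Of the 9 autosomal bins that differed between the sexes (12 after the running median was subtracted), 8 were lower in males, and JH-M lay in the range of the females at each of these 8. In the strongest, chr1:165938468–166088627, the 10 other males had -1.53 ± 0.19 (mean ± SD, females -0.024, adjusted p = 2.28e-05), and 14 of its probes were below -2 in each of the 10 males. A candidate explanation for the 8 bins is that sequence of the W chromosome was placed on autosomes in this build. Among the listed CNVRs 4 part the 10 males from all females, such as chr1:165883954–165979117, with 18 listed losses, chr2:97312205–97338589 and a gain at chr1:60484102–60518048 with SLC13A4 (0.75 ± 0.070 against -0.096). Over the 308 listed CNVRs, exact tests of the sexes left 0 with an adjusted p under 0.05 and 23 unadjusted, but the smallest p of 11 pairs, 0.000977, made a count of 0 easy to reach. The label F or M is also the array position, but JH-M, at the male position, goes with the females.

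At a score of 8, WC-M had 23 losses of over 100 kb on 14 chromosomes with 11473 kb in all, while no other bird had more than 2. At a score of 6 WC-M had 25 such losses, and 6 after subtraction of the running median. The mean of the 23 losses at a score of 8, -0.58 ± 0.093, is less deep than a lost copy of 2 would give. The Z ratio of WC-M (0.83) was the lowest of the 10 males. Among the listed CNVs WC-M had 9 such losses and no other bird more than 2. The MHC loss and the feather keratin loss of WC are in this bird as well, and WC-F shows neither. No test of the cause was made.

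Outside the listed CNVRs, and beyond the chr1 gain named above, regions with calls in several birds at a score of 8 included losses at chr2:108655401–108663367 (called in 15 birds), at chr4:40585729–40596558 (8 birds at or below -0.5 with -2.68 ± 0.30, the others 0.084) and at chr10:15417609–15428779 (6 birds, -2.14 ± 0.30), and a gain at chr3:13199072–13214238 (12 birds, 0.88 ± 0.27). The paper does not report these regions.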
